# Evidence of secondary Notch signaling within the rat small intestine

**DOI:** 10.1242/dev.204277

**Published:** 2025-06-03

**Authors:** Eleanor Zagoren, Nicolas Dias, Anderson K. Santos, Zachary D. Smith, Nadia A. Ameen, Kaelyn Sumigray

**Keywords:** Small intestine, Secretory cells, CFTR high expresser cells (CHEs), Notch signaling, Single-cell RNA-seq

## Abstract

The small intestine is well known for its nutrient-absorbing enterocytes; yet equally crucial for homeostasis is a diverse set of secretory cells, all presumed to originate from the same intestinal stem cell. Despite their major roles in intestinal function and health, understanding how the full spectrum of secretory cell types arises remains a longstanding challenge, largely due to their comparative rarity. Here, we investigate the specification of a rare population of small intestinal epithelial cells found in rats and humans but not mice: CFTR high expressers (CHEs). Using pseudotime trajectory analysis of single-cell RNA-sequencing data from rat jejunum, we provide evidence that CHEs are specified along the secretory lineage and appear to employ a second wave of Notch-based signaling to distinguish themselves from other secretory cells. We validate the transcription factors directing these cells from crypt progenitors and demonstrate that Notch signaling is necessary to induce CHE fate *in vivo* and *in vitro*. Our findings suggest that Notch reactivation along the secretory lineage specifies CHEs, which may help regulate luminal pH and have direct relevance in cystic fibrosis pathophysiology.

## INTRODUCTION

The physiological function of an epithelial tissue directly depends on the frequency and spatial distribution of its differentiated cell types, properties that are meticulously maintained by dedicated stem cell populations. In the mammalian small intestine, the epithelium is completely renewed every 3-7 days throughout adulthood (Barker et al., 2007), experiencing substantial cellular turnover without compromising its tissue morphology or function. Specifically, stem cells localized to crypt compartments continuously give rise to terminally differentiated cells that occupy the villus.

The primary role of the small intestine is to absorb nutrients from digested food. The function of secretion, however, is equally important for homeostasis, as it allows the intestinal epithelium to sense its highly dynamic luminal environment and release various ions, fluids and molecules to modify its surroundings precisely. These key functions are facilitated by specialized cell types. Intestinal epithelial differentiation is tightly regulated along two distinct cell fate lineages: absorptive and secretory. While absorptive cells are exclusively enterocytes, secretory cell types are varied and include anti-microbial Paneth cells, mucus-secreting goblet cells, hormone-secreting enteroendocrine cells (EECs) and chemosensory tuft cells (Gehart and Clevers, 2019).

The diverse secretory lineage is thought to arise from a single secretory progenitor (Yang et al., 2001; Yan et al., 2012). The fundamental determinant of whether a cell will become an absorptive or secretory progenitor is Notch signaling via lateral inhibition, with absorptive progenitors ‘Notch-on’ and secretory progenitors ‘Notch-off’ (Yang et al., 2001; Fre et al., 2005). In the absorptive progenitor, Notch receptors regulate cell fate by promoting expression of the transcription factor Hes1, which initiates an extensive transcriptional program upon Notch activation. Conversely, in the secretory progenitor, Notch ligands induce a Notch-off state, promoting the expression of the transcription factor Atoh1 to establish a secretory identity (Lo et al., 2017). Atoh1 has been described to be the master regulator of the secretory lineage, and it and Hes1 demonstrate reciprocal repression to reinforce cell fate decisions along their respective lineages (Yang et al., 2001). Loss of Atoh1 has been described to result in decreased populations of goblet cells, Paneth cells and EECs (Yang et al., 2001), although the latter group is exceptionally diverse in terms of cell subtypes (Haber et al., 2017) and has also been described to be specified in an Atoh1-independent manner (Gracz et al., 2018). Finally, the rare chemosensory population of tuft cells remains one of the least well understood intestinal secretory cell types in terms of lineage dynamics, although they are thought to be specified independently of Atoh1 (Bjerknes et al., 2012; Gracz et al., 2018) and other major secretory transcription factors.

A less-appreciated intestinal cell type with a putative secretory role and yet to be integrated into existing models of intestinal cell fate specification is the Best4^+^/CFTR high expresser (CHE). While present in humans (Busslinger et al., 2021; Strong et al., 1994; Burclaff et al., 2022), rats (Ameen et al., 1995), fish (Hiroi et al., 2005; Sur et al., 2023) and other vertebrates, an analogous cell type has not been found within the mouse intestine. As much of our knowledge of cell fate specification in the intestine has been informed by lineage tracing in genetic mouse models, we have limited understanding of the mechanisms guiding CHE specification. Furthermore, the lack of tools to perturb CHE fate specification has precluded our ability to enrich for these cells and test their physiological contribution within the intestine. Although high expression of the chloride and bicarbonate ion channel CFTR (cystic fibrosis transmembrane conductance regulator; Ameen et al., 1995) in CHEs hints at the capacity for intense secretory activity and a role in pH regulation, the function of CHEs and the mechanisms by which they are specified remain unknown.

In this study, we aim to explore CHE fate specification and integrate CHEs into the broader hierarchy of secretory cells. The rat intestine is an ideal system to study this, as the rat intestine (1) specifies CHEs, unlike the mouse intestine; (2) provides easily accessible tissue; and (3) has previously optimized CFTR antibodies (Golin-Bisello et al., 2005). Furthermore, we have developed a novel rat intestinal organoid system that allows for interrogation of CHE cell fate (Zagoren et al., 2023). Specifically, we use pseudotime analysis of single-cell RNA-sequencing data from rat intestinal jejunum to provide evidence that CHEs are specified along the secretory lineage. We further validate a set of distinguishing transcription factors and additional proteins to describe the biology of these cells from their initial induction within the crypt to their maturation within the villus. Unexpectedly, we identify an unusual reactivation of specific Notch receptors and effector proteins that strongly suggest the repurposing of this pathway to support CHE fate from a putative CHE-tuft progenitor state. Together, our work reveals that active Notch signaling is necessary to induce CHE fate. This paradoxical reactivation of Notch signaling within the secretory lineage broadens our appreciation for the dynamic regulatory processes that diversify complex tissues.

## RESULTS

### Rat CFTR CHEs are derived from the secretory lineage

CHEs have been previously characterized as regionally restricted, CFTR^+^ cells within rat and human duodenum and proximal jejunum, but they are strikingly absent from the mouse intestine (Jakab et al., 2013; Busslinger et al., 2021; Ameen et al., 2000, 1995; Strong et al., 1994). We validated the presence of the CHE population in the rat *in vivo*, where CFTR was highly enriched in CHEs in upper crypts and differentiated villi (Fig. 1A). In contrast, CFTR expression in mouse intestine was highest within crypts and apparent at low levels in the villus brush border, but not within discrete cell populations (Fig. 1B). Although CHEs have been hypothesized to regulate fluid secretion and/or luminal pH, their functional contributions to intestinal physiology are poorly understood, in part because we lack understanding of how they are specified.

**Fig. 1.**
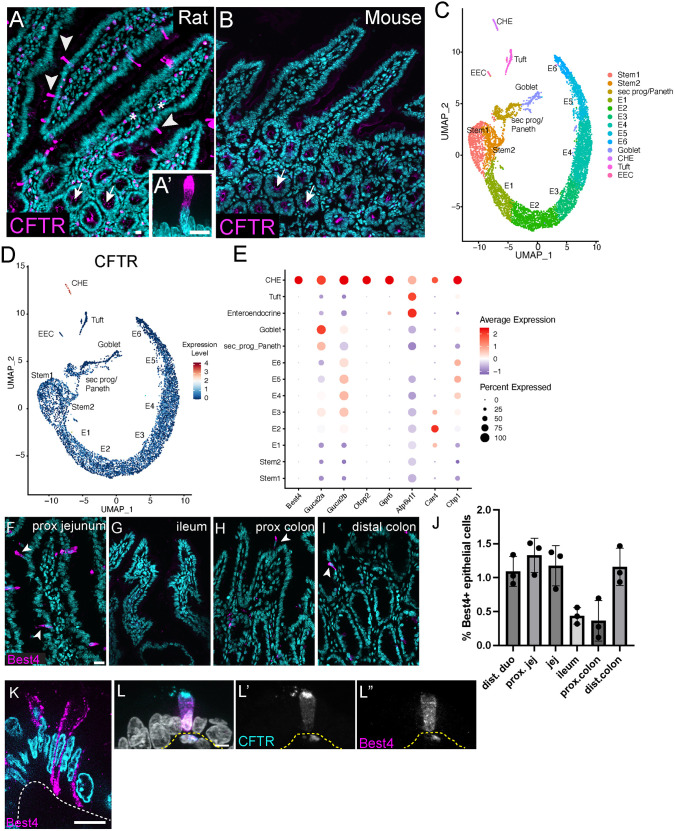
**CHEs are a transcriptionally distinct intestinal epithelial cell type in rats but not mice.** (A) Rat intestinal jejunum stained for CFTR (magenta). Arrowheads denote CHEs in differentiated villi. Arrows indicates CFTR enriched in crypts. Asterisks denote mesenchymal autofluorescence from immune cells. DAPI in cyan. (A′) CHE at higher magnification. (B) Mouse intestinal jejunum lacks CHEs when stained for CFTR (magenta). Arrows indicate CFTR enriched in crypts. (C) UMAP of rat intestinal jejunum epithelial cells (see Fig. S1A-H for clustering annotation). E1-E6 denote enterocytes at increasing stages of maturation. sec prog, secretory progenitor. (D) UMAP color-coded for CFTR expression across intestinal epithelial cell types. (E) Dot plot from scRNA-seq data demonstrating enrichment for proton-sensitive genes associated with pH regulation and ion and fluid homeostasis across epithelial cell types. (F-I) Bestrophin 4^+^ cells (Best4, magenta) in rat proximal jejunum (F), rat ileum (G), rat proximal colon (H) and rat distal colon (I). DAPI in cyan. (J) Percentage of Best4^+^ epithelial cells for each gut region. *n*=3 animals per region; >10,000 epithelial cells counted per animal per region. (K) High-magnification image of a single *z*-slice of a Best4^+^ cell. Best4 in magenta, DAPI in cyan. Note basolateral Best4 localization. Dashed line delineates basement membrane. (L-L″) Co-staining of rat proximal jejunum for CFTR (cyan in L, gray in L′) and Best4 (magenta in L, gray in L″). DAPI in gray in L. Scale bars: 10 μm.

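Epithelium of the proximal jejunum was dissociated from 2 adult Sprague-Dawley rats, an outbred laboratory strain, and each rat gave 1 droplet-based library. Each transcript in such a library carries a unique molecular identifier (UMI), so that copies made by amplification count once. The authors deposited raw UMI counts for each gene and cell barcode, made with Cell Ranger against the Rnor6 genome and limited to barcodes called as cells. Rat 1 held 12033 barcodes with 99986348 UMIs in all, and rat 2 held 8252 barcodes with 66469907 UMIs. The median barcode had 5585 UMIs in rat 1 and 4402.5 UMIs in rat 2. The filters on cells, the normalization and the integration of the rats were not in the deposited counts and were applied here from the paper's Materials and Methods. They retained 5988 cells of rat 1 (49.8% of its barcodes) and 2230 cells of rat 2 (27.0%), with a median of 12200 UMIs per cell in rat 1 and 13962 UMIs in rat 2. After non-epithelial clusters were removed, 7359 epithelial cells remained, of which rat 1 gave 5689 cells (77.3%) and rat 2 gave 1670 cells. All cells are of 1 condition, so the comparisons are between cell types, with the rats as replicates (n = 2). Cells of 1 animal are not independent, so raw UMIs were summed within each rat and cell type, and the 16 sums were compared in 1 model. The sums ranged from 67531 to 53413517 UMIs in rat 1 and from 155911 to 26183355 UMIs in rat 2. Levels are given as UMIs of a gene per 1000000 UMIs of a sum (CPM), so that 1 UMI in the smallest sum, the CHEs of rat 1, weighs 14.8 CPM. The deposited headers name Cell Ranger 3.1.0 for rat 1 and 5.0.1 for rat 2, so software version and rat cannot be told apart. Intervals and limits on counts cover counting error only.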

To characterize CHE gene expression more deeply, we performed unbiased transcriptomic analysis with droplet-based 3′ single-cell RNA sequencing (scRNA-seq) on 7362 jejunal epithelial cells from two Sprague-Dawley rats. Clusters were first analyzed for expression of epithelial (Epcam), immune and blood markers (Fig. S1), and clusters expressing immune and blood markers that were negative for Epcam were removed. 

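In a clustering of the 8218 retained cells at a resolution of 0.3, 3 clusters with 859 cells were removed and 10 clusters were kept. Of the removed clusters, 2 were led by immune genes and held 588 cells, with 271 from rat 1 and 317 from rat 2. Ptprc, which encodes Cd45, had a UMI in 67.3% and 85.4% of their cells, against 1.55% to 9.30% of cells across the kept clusters. The other removed cluster held 271 cells, 28 of rat 1 and 243 of rat 2, and had a mean log-normalized hemoglobin level of 6.25, against at most 0.340 in the kept clusters. Epcam had a UMI in 36.2% to 74.8% of cells across the removed clusters and in 96.2% to 100.0% across the kept clusters. These shares include UMIs of free RNA.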

Remaining epithelial clusters were annotated using known marker gene expression as a means of distinguishing distinct states (Fig. 1C, Fig. S2A-H). 

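Cells of the kept clusters were clustered again, and the stem and secretory cells among them once more, which gave 19 clusters. Genes that the paper reports and transcription factors were kept out of the variable genes used for clustering, so that no reported gene placed its own cluster. Names came from marker genes fixed before the data were examined, while the levels that a cluster had to reach were set after the clusters were seen. By these markers 4 clusters were stem-like and 7 were enterocyte-like. Only the stem-like cluster with 221 cells of rat 1 and 10 of rat 2 was led by a stem marker, Olfm4, at a stem marker level of 0.852. The other stem-like clusters had stem marker levels of 0.331, 0.226 and 0.21, and cycling or ribosomal genes led them. Stem-like values are therefore mostly of cycling cells that no stem marker led. The secretory progenitor, goblet, EEC, tuft and CHE classes were 1 cluster each. No cluster was led by Paneth markers alone. The secretory progenitor-like cluster and 1 other cluster carried both goblet and Paneth markers, and both were led by Agr2, Tff3 and Clca1. The former was named by cycling markers in addition, and the other is called goblet/Paneth-like here. In rat 1 the goblet-like class also holds Paneth transcripts. Defa24 stood at 18675 CPM in its goblet-like cells and 70.6 CPM in its goblet/Paneth-like cells, and Lyz2 at 2558 CPM and 818 CPM, while in rat 2 Defa24 was at 2.13 CPM and 1436 CPM and Lyz2 at 92.5 CPM and 2579 CPM. The marker Itln1 was higher in goblet/Paneth-like than in goblet-like cells of both rats. These classes are therefore not separate goblet and Paneth cells. The 2 clusters left unnamed held 161 cells (2.19% of epithelial cells). In rat 2, 94 of the 125 stem-like cells had at most 10 UMIs of the epithelial genes Epcam, Krt8, Krt18, Krt19 and Krt20, against 2 of 1208 in rat 1. Ptprc stood at 423 CPM in the stem-like cells of rat 2 and at 2.00 CPM in those of rat 1, so stem-like values of rat 2 include cells without epithelial transcripts. With those cells removed, Ptprc was still at 50.6 CPM (31 UMIs) in rat 2, against 1.79 CPM in rat 1. Stem-like values of rat 2 given without those cells are therefore not free of immune RNA.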

A cluster of 88 cells were first defined as CHEs by their high *Cftr* expression (Fig. 1D). This is lower than the frequency of CHE cells described *in vivo* (Jakab et al., 2013), yet other studies have demonstrated that ‘fragile’ cells, such as pulmonary ionocytes, which are morphometrically similar to CHEs, both having long protrusions, are less well-represented in scRNA-seq experiments (Yuan et al., 2023). 

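In the clustering of all epithelial cells, the CHE-like cluster held 87 cells, with 9 of the 5689 epithelial cells of rat 1 (0.158%, exact Clopper-Pearson 95% interval 0.0724% to 0.300%) and 78 of the 1670 of rat 2 (4.67%, interval 3.71% to 5.80%). The share was 29.5-fold higher in rat 2, and the intervals of the rats did not overlap. With at most 20% mitochondrial transcripts the share was 10.3% of 712 epithelial cells in rat 2 and 64.8-fold higher than in rat 1. Under the other alternatives that keep both rats it was 29.3-fold to 32.2-fold higher. The cluster was named by Cftr, Best4 and Otop2, whose levels are therefore not results, while the marker Car7 was not detected as one of its genes. Among the alternatives set before the data were examined that keep both rats, the number moved most with a limit of 20% mitochondrial transcripts, to 81 cells. In the joint clustering, 78 of the cells were of rat 2 and 9 of rat 1, and neither rat was clustered alone. With a limit of 1000 UMIs per cell, chosen after seeing the data, the number was 114 cells, with 10 from rat 1.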

We confirmed that the CHE cluster did not express markers of other differentiated cell types or enterocyte-associated genes, as previously described by immunofluorescence (Ameen et al., 1995) (Fig. S2I,J). Instead, CHEs notably expressed multiple proton-sensitive genes implicated in pH regulation and ion and fluid homeostasis, including the bicarbonate transporter *Best4*, peptide hormones *Guca2a* (encodes guanylin) and *Guca2b* (encodes uroguanylin), and the ion channel *Otop2* (otopetrin 2) (Fig. 1E).

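Of the 6 enterocyte-associated genes of Fig. S2I, none differed between CHEs and the mean of the 7 other cell types (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p from 0.12 for Myo1a to 1.0 for Slc9a3), and the fitted log2 fold changes ran from -0.85 for Si to 1.02 for Myo1a. Myo1a was called higher in CHEs with DESeq2 (log2 fold change 1.13, adjusted p = 0.041 with Benjamini-Hochberg adjustment), with enterocytes left out of the model (1.54, adjusted p = 0.021 from edgeR's test) and, in a setting chosen after seeing the data, with stem-like cells that lack epithelial transcripts removed (1.15, adjusted p = 0.028 from edgeR's test). Across all genes the unadjusted p was under 0.05 for 1994 of the 9410 genes tested. Set against enterocyte-like cells of the same rat, CHEs had lower levels of each of these genes in 2 of 2 rats. The ratio of CHE to enterocyte CPM for Si was 0.0998 in rat 1 and 0.0122 in rat 2, and for Alpi, which is also a naming marker of enterocytes, 0.0262 on 1 CHE UMI (95% counting interval 0.000663 to 0.146) and 0.0327. For Slc9a3 in rat 1, with 1 CHE UMI, the ratio was 0.228 with an interval of 0.00578 to 1.27, so a lower level was not detectable at this depth. Myo1a, which encodes a brush border myosin, was at 267 CPM against 699.8 CPM in rat 1 and 413 CPM against 777 CPM in rat 2, where it was the closest of the 6 genes to enterocytes. In rat 1 the ratio was 0.381 (interval 0.226 to 0.602) for Myo1a and 0.407 (interval 0.203 to 0.728) for Xpnpep1, so their order was not detectable at this depth.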

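Guca2b stood at 72322 CPM in the CHEs of rat 1 and 138984 CPM in those of rat 2, against at most 2656 CPM in any other cell type of rat 1 and 2409 CPM of rat 2. Its log2 fold change against the mean of the other cell types was 7.63 (standard error 0.70, adjusted p = 5.3e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 2 rats). For Guca2a the log2 fold change was 5.29 (standard error 0.58, adjusted p = 3.1e-05 from the same test, 2 of 2 rats), although goblet-like cells had a similar level. The CHE to goblet ratio of Guca2a was 0.941 (95% counting interval 0.897 to 0.987) in rat 1 and 0.90 (interval 0.885 to 0.916) in rat 2. Best4 and Otop2 named the cluster and are not tested here as results. Of the 8 genes of Fig. 1E, which include these naming markers, 7 were called higher in CHEs, and 6 had their highest level in CHEs in both rats. Car4 had a log2 fold change of 5.43 (adjusted p = 1.7e-05, same test, 2 of 2 rats), but in rat 1 its 118 CPM in CHEs was close to the 112 CPM of enterocyte-like cells. Chp1 rose by 1.72 on the log2 scale (adjusted p = 0.026, same test, 2 of 2 rats). Atp6v1f did not differ (0.49 on the log2 scale, adjusted p = 0.41, same test). Over all genes, 632 of 9410 differed between CHEs and the mean of the other cell types, 496 higher and 136 lower, and 577 of the 632 went the same way in both rats. Apart from reported genes and transcription factors, tested genes could also place the clusters, so this number is not independent of the clustering. The genes were called over both rats, so their equal direction is largely fixed by the choice and is no check. Of the 43 tested genes that the paper names, 23 were among them and 25 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The number of genes moved most, to 1247, when the rats were merged without integration. Of the 10 largest increases that went the same way in both rats, Asz1, LOC689230, Wfdc21, Stfa3 and Ncf4 led, followed by Lrrc4b, Ooep, Reg1a, Sbspon and Ccna1. Lrrc4b had 1 UMI in the CHEs of rat 1 and none in any other class of either rat, and Asz1 had at most 1 UMI in any other class. Fitted values of such genes depend on the prior count added to each sum, so the order of these genes is not established.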

These data are consistent with rat CHEs being analogous to the BEST4^+^ ‘BCHE’ population recently characterized in the human proximal small intestine (Busslinger et al., 2021; Burclaff et al., 2022). We confirmed that Best4^+^ cells were most abundant in the proximal small intestine, consistent with CHE localization (Jakab et al., 2013), as well as the distal colon (Fig. 1F-J). High-magnification images of single slices of Best4^+^ cells in proximal jejunum demonstrate its basolateral membrane localization (Fig. 1K). Co-labeling of Best4 and CFTR in rat proximal small intestine confirmed that Best4^+^ cells in the small intestine and CHEs are indeed the same cell type (Fig. 1L), with CFTR enriched in the apical and subapical domains (Fig. 1L′) and Best4 enriched in the basolateral domains (Fig. 1L″). Taken together, CHEs broadly resemble a highly secretory cell type, with specific trafficking of directional ion channels to modulate the intestinal lumen.

### CHEs have a distinct differentiation trajectory among secretory cells

Rat CHEs are functionally characterized as secretory cells (Jakab et al., 2013), and previous studies in human intestine suggest that small intestinal CHEs arise from secretory progenitors (Burclaff et al., 2022). Although outside the scope of this study, colon BEST4^+^ cells with otherwise distinct transcriptional features are derived from the absorptive lineage in the human colon (Parikh et al., 2019). In our data set, we observed a clear disparity between a densely sampled, continuous enterocyte trajectory and multiple disconnected clusters of differentiated secretory cells. Paneth and goblet cells were obviously connected through a proliferative secretory progenitor. However, tuft cells, EECs and CHEs showed no obvious connectivity to each other or to a distinct progenitor or stem population (Fig. 1C, Fig. S2J), making it unclear whether CHEs derive from the secretory lineage or the absorptive lineage. Based on data from the human small intestine (Burclaff et al., 2022), we hypothesized that CHEs arise from the secretory lineage. To test this, we generated diffusion maps of rat intestinal epithelial cells as a measure of pseudotime (Fig. 2A). Diffusion component 1 (DC1) largely captures differentiation of the absorptive lineage, while Diffusion component 2 (DC2) distinctly separates major secretory cell types, including CHEs.

**Fig. 2.**
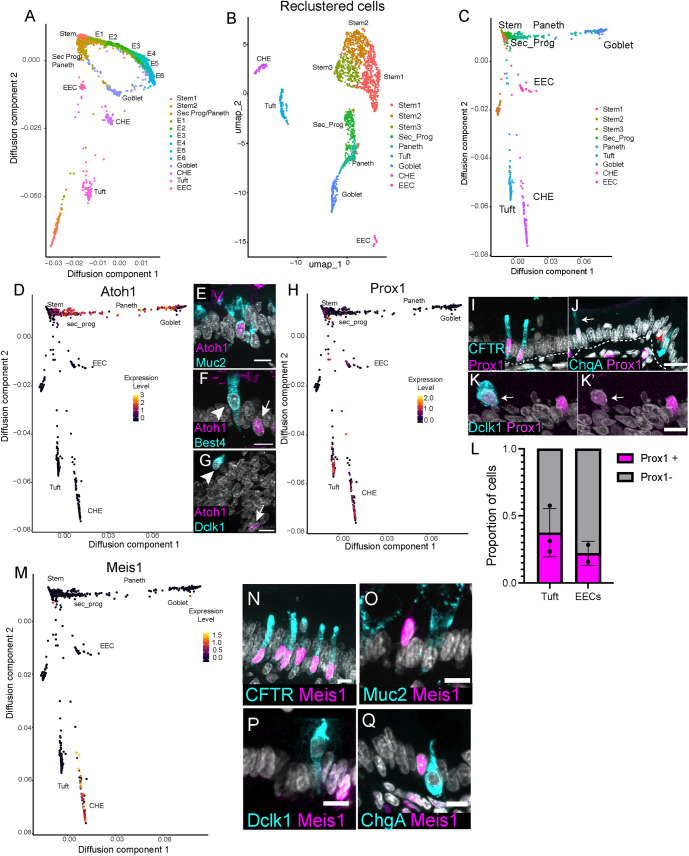
**CHEs derive from a distinct branch of the secretory lineage shared with tuft cells and EECs and are enriched for the transcription factors Meis1 and Prox1.** (A) Diffusion maps of rat intestinal epithelial cells, showing their differentiation as a measure of pseudotime. E1-E6 denote enterocytes of increasing maturation. (B) Reclustered UMAP of cells arising from stem and secretory progenitor clusters. (C) Diffusion maps of stem cells and secretory progenitors as a readout of pseudotime. Note the clear bifurcation between goblet/Paneth and EEC/tuft/CHE lineages. (D) Diffusion map color-coded for Atoh1 expression. (E-G) Atoh1 (magenta) staining for Muc2 (cyan, goblet cells; E), Best4 (cyan, CHEs; F) and Dclk1 (cyan, tuft cells; G). Arrows and arrowheads indicate Atoh1^+^ cells and cell type of interest, respectively. (H) Diffusion map of stem and secretory cells color-coded for Prox1 expression. (I) CFTR (cyan, CHE marker) and Prox1 (magenta) co-staining. (J) ChgA (cyan, EEC marker) and Prox1 (magenta) co-staining. Arrow indicates a Prox1^+^/ChgA^+^ cell, red arrowhead marks a Prox1^−^/ChgA^+^ cell. (K-K′) Dclk1 (cyan, tuft cell marker) and Prox1 co-staining (magenta; K′) (arrow)*.* (L) Proportion of tuft cells and EECs in rat proximal jejunum that are Prox1^+^. *n*=3 animals for tuft cells; *n*=2 for EECs. (M) Diffusion map of stem and secretory cells color-coded for Meis1 expression. (N) Meis1 (magenta) and CFTR (cyan, CHE marker) co-staining. DAPI in white. (O-Q) Meis1 (magenta) staining with Muc2 (cyan, goblet cells; O), Dclk1 (cyan, tuft cells; P) or ChgA (cyan, EECs; Q). Scale bars: 10 μm.

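After the stem and secretory cells were clustered on their own, the numbers of cells per class differed widely between the rats. Stem-like cells numbered 1208 in rat 1 and 125 in rat 2. The secretory progenitor-like cluster held 175 and 17 cells, the goblet/Paneth-like cluster 132 and 37, and the goblet-like cluster 39 and 103. Only 20 EEC-like cells of rat 1 and 11 of rat 2 were found. Tuft-like cells numbered 11 in rat 1 and 131 in rat 2, and CHE-like cells 7 and 77. Rat 2 therefore gave 92.3% of tuft-like and 91.7% of CHE-like cells, and rat 1 gave 91.1% of secretory progenitor-like cells. The plot of class shares shows each rat on its own.

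**Figure D1:**
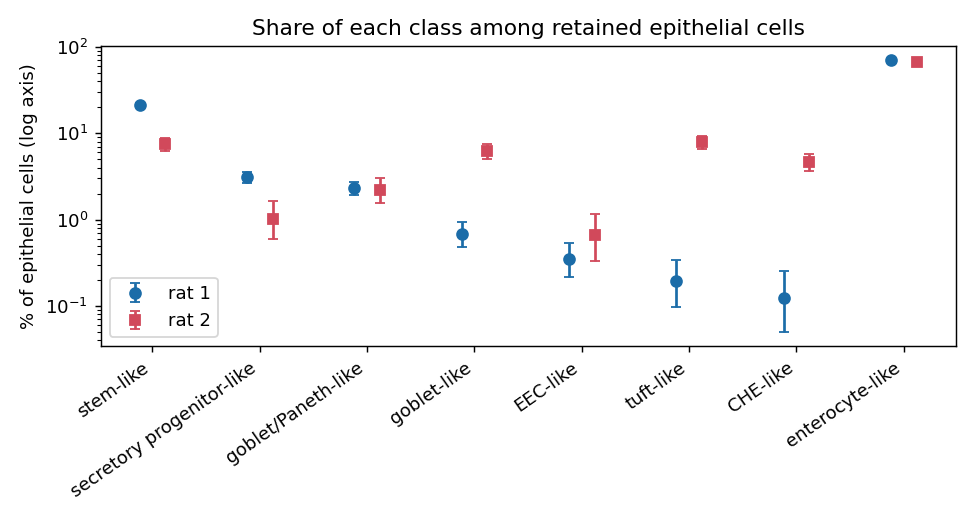
Share of each cell class among the retained epithelial cells of each rat, in percent on a log axis. Circles are rat 1, squares are rat 2, and bars are exact 95% binomial intervals that cover counting error only. The intervals of the rats do not overlap for goblet-like, tuft-like and CHE-like cells, which have the higher share in rat 2, or for stem-like and secretory progenitor-like cells, which have the higher share in rat 1.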

To examine more sensitively the transcriptional relationships between distinct secretory cell types, we first subsetted stem and secretory populations and reclustered the data (Fig. 2B, Fig. S3A-G). 

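The secretory progenitor-like class is a cycling cluster led by goblet genes, as its name required both kinds of markers. Dll1, which encodes a Notch ligand, had 60 UMIs (15.3 CPM) in the secretory progenitor-like cells of rat 1 and 2 UMIs (5.26 CPM) in those of rat 2. Stem-like cells had 2.32 CPM in rat 1 and 4.08 CPM in rat 2. The ratio of secretory progenitor to stem CPM was 6.58 (95% counting interval 4.39 to 9.95) in rat 1 and 1.29 (interval 0.127 to 7.21) in rat 2, where it was 0.645 (interval 0.0614 to 3.94) once stem-like cells that lack epithelial transcripts were removed. The log2 fold change was 1.99 (standard error 0.82) and did not pass correction over all genes (adjusted p = 0.60, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 2 rats) or when adjusted over the list alone (adjusted p = 0.16), and without rat 1 it was 0.32. The same comparison called 59 genes, all higher in secretory progenitor-like cells, and 123 with the rat as a block in the model, the 59 among them. Goblet/Paneth-like cells had more Dll1, at 24.1 CPM in rat 1 and 35.2 CPM in rat 2. With each cell thinned to 5000 UMIs, a Dll1 UMI was found in 8.0% of the secretory progenitor-like cells of rat 1 and 5.88% of rat 2. In enterocyte-like cells the share was 3.19% and 5.17%. That of rat 1 lay above the 0.828% (exact 95% interval 0.398% to 1.52%) of its stem-like cells, so enterocyte-like cells give no background level for Dll1. Median depths before thinning were 20444 and 22843 UMIs in secretory progenitor-like cells and 11994 and 24433.5 UMIs in enterocyte-like cells of rat 1 and rat 2.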

With the overpowering enterocyte populations removed, we were able to segregate a small secretory progenitor population, detectable by Dll1 expression (van Es et al., 2012) and cell cycle stage (Fig. S3H,J). Unlike the differentiated cells of the intestine, which were post-mitotic in G0, the secretory progenitor cluster contained cycling cells in both S and G2/M (Fig. S3J). 

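Phases were assigned from 43 S and 51 G2/M genes after each cell was thinned to 5000 UMIs, so that depth did not differ between classes, and none of the retained cells was left out. The secretory progenitor-like cluster needed a level of cycling markers for its name, so its high share of cycling cells follows from the naming. That share is not an independent result. Among stem-like clusters, the one with a stem marker level of 0.226 took its name from its cycling level, as its enterocyte level was 0.236. In the other stem-like clusters, stem markers had the highest level among the cell type markers. In the secretory progenitor-like cluster, 163 of 175 cells of rat 1 were in S or G2/M (93.1%, exact 95% interval 88.3% to 96.4%), with 54 in S and 109 in G2/M. In rat 2, 14 of 17 cells were in S or G2/M (82.4%, interval 56.6% to 96.2%), with 4 in S and 10 in G2/M. Without thinning, the numbers in S or G2/M were 153 of 175 and 14 of 17. Stem-like cells cycled at a similar share in rat 1, at 96.9%. Among the differentiated classes, no EEC-like cell was in S or G2/M, out of 20 in rat 1, which allows a share of up to 15.0%, and 11 in rat 2, which allows up to 27.3%. Goblet-like cells in S or G2/M made up 5 of 39 in rat 1 and 1 of 103 in rat 2, and goblet/Paneth-like cells 29 of 132 (22.0%) and 1 of 37. Enterocyte-like cells were in S or G2/M at 12.1% in rat 1 and 6.15% in rat 2, and at 4.59% and 0.446% without thinning. For tuft-like cells the numbers were 4 of 11 and 18 of 131, or 13.7% in rat 2 (interval 8.35% to 20.8%), and 13 of 131 without thinning.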

*In vivo*, secretory progenitors have been described as mostly restricted to the crypt region above the uppermost Paneth cell and are marked by Dll1 expression (Sangiorgi and Capecchi, 2008; Yan et al., 2012; van Es et al., 2012). We also observed this population of secretory progenitors in the rat, which expressed high levels of Dll1 protein (Fig. S3K). Furthermore, these Dll1^+^ secretory progenitors were actively cycling, as evidenced by Ki67 (*Mki67*) expression (Fig. S3L).

We performed pseudotime analysis of the stem cells and secretory cells by generating diffusion maps to identify clear subtrajectories in their respective transcriptional behaviors. 

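A diffusion map of the stem and secretory cells was computed with 15 neighbors on 20 principal components, because the paper's text does not name its tool. Positions are given as the median of each class in percent of a component's range, since components have no unit and no fixed sign. On diffusion component 1 of this map, CHE-like cells lay at 89.7% in rat 1 and 91.6% in rat 2, goblet-like cells at 51.6% and 50.0%, tuft-like cells at 44.1% and 46.0%, and stem-like cells at 18.2% in each rat. EEC-like cells lay at the other end, at 1.3% and 3.52%. Diffusion component 3 placed goblet-like cells at 96.0% and 89.1% and goblet/Paneth-like cells at 59.0% and 56.5%, away from CHE-like cells at 7.67% and 5.15%. Tuft-like cells, at 48.4% and 49.2%, lay near stem-like cells on this component, at 44.1% and 43.5%, on the side of goblet-like cells. EEC-like cells, at 36.0% and 37.8%, lay on the side of CHE-like cells, so tuft-like cells alone were outside the branches of the paper on this component. Diffusion component 2 set EEC-like cells apart, at 95.1% and 84.4%, and component 4 set tuft-like cells apart, at 73.2% and 87.0%. None of the 5 components placed goblet-like and goblet/Paneth-like cells on one side of stem-like cells and CHE-like, tuft-like and EEC-like cells on the other, and 1 component did so when the rats were merged without integration and 1 when rat 2 was left out. This rule was chosen after seeing the data, reads 1 component at a time and does not test a split over several components together. From its own map, the paper proposes multiple discrete progenitors or the stepwise partitioning of a multipotent progenitor.

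**Figure D2:**
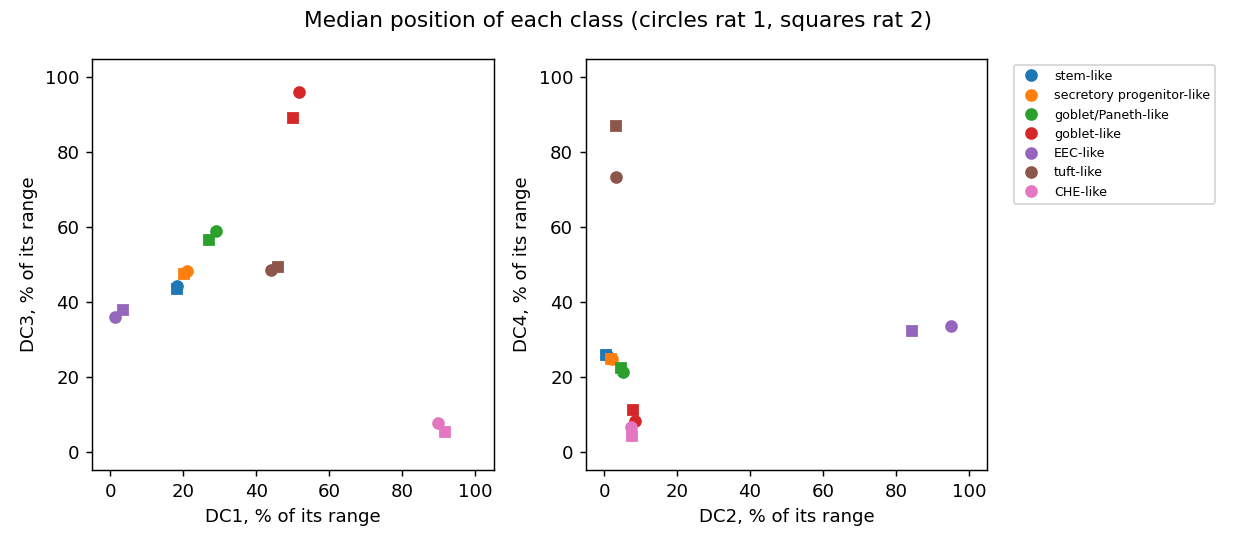
Median position of each cell class on diffusion components 1 and 3 (left) and 2 and 4 (right), in percent of the range of each component. Circles are rat 1 and squares are rat 2. CHE-like cells sit at 89.7% and 91.6% on component 1, EEC-like cells at 95.1% and 84.4% on component 2, goblet-like cells at 96.0% and 89.1% on component 3 and tuft-like cells at 73.2% and 87.0% on component 4.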

Interestingly, our diffusion map demonstrated a clear bifurcation between the goblet/Paneth and the CHE/tuft/EEC lineages (Fig. 2C), suggesting either the presence of multiple discrete progenitor cell types or a stepwise partitioning of a multipotent progenitor into more specialized states. 

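The mean of goblet-like and goblet/Paneth-like cells was compared with the mean of CHE-like, tuft-like and EEC-like cells in the same model over both rats. Of 9410 genes, 600 differed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 450 higher in goblet-like and goblet/Paneth-like cells and 150 lower, and 593 of the 600 went the same way in 2 of 2 rats. This number is not independent of the clustering, which used part of these genes. Genes called over both rats mostly go the same way by that choice, so the equal direction is no check. With the rat as a block in the model, 997 genes differed, including 599 of the 600. With DESeq2, 736 genes differed, of which 464 were higher and 272 lower. Among 383 tested transcription factors, 16 were higher on the goblet side and 6 on the side of CHE-like, tuft-like and EEC-like cells. Of the 43 tested genes that the paper names, 9 differed, and 12 when adjusted over the list alone, which is not independent evidence. In simulated counts of this comparison with 200 genes changed by 3 on the log2 scale, the same test recovered 146 of the changed genes, all in the right direction, and 8.18% of its calls were false, above the 0.05 threshold on the adjusted p. The simulated classes differed in no other gene, shared no effect of the rat and were not clustered from the counts. The share of false calls among the real genes may therefore differ.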

To identify genes contributing to this bifurcation in downstream secretory cell types, we compared gene expression between the two groups, focusing particularly on transcription factors. 

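The transcription factors with the largest log2 fold changes on the goblet side were Spdef, Atoh1, Id4, Zfp608 and Creb3l4. Atoh1 stood at 379 CPM in the goblet/Paneth-like cells of rat 1 and 539 CPM in those of rat 2, and at 391 CPM and 255 CPM in goblet-like cells. Secretory progenitor-like cells had 143 CPM and 360.3 CPM. No Atoh1 UMI was found in CHEs of either rat, which allows up to 44.4 CPM in rat 1 and 2.89 CPM in rat 2. Tuft-like cells had 0 and 2 UMIs and EEC-like cells 1 and 0 UMIs, while enterocyte-like cells had 1.29 CPM and 0.496 CPM. The fitted log2 fold change of Atoh1 was 10.11 (adjusted p = 2.9e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 2 rats), a value that depends on the prior count because CHEs have no UMI. Spdef had 10.30 (adjusted p = 1.7e-06, same test, 2 of 2 rats), likewise with no UMI in EEC-like cells, so the order of Spdef and Atoh1 by fitted fold change is not established. Id4 followed with 6.54 (standard error 0.82, adjusted p = 0.00018, same test, 2 of 2 rats). Zfp608 had no UMI in CHEs or tuft-like cells of either rat, so its fitted value also depends on the prior count. Its level was 12.5 CPM and 4.98 CPM in goblet-like cells of rat 1 and rat 2, against 5.72 CPM and 12.8 CPM in EEC-like cells.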

As expected, the most highly enriched transcription factor along the goblet/Paneth lineages was Atoh1 (Fig. 2D), a factor with a well-known role in consolidating a Notch-off state to support secretory cell differentiation (Yang et al., 2001). Immunofluorescence confirmed that Atoh1 protein was expressed in goblet cells (Fig. 2E) but was absent from CHEs and Tuft cells (Fig. 2F,G). In contrast, the transcription factor Prox1 was the most highly enriched gene shared across the CHE/tuft/EEC branch (Fig. 2H), suggesting two distinct secretory axes. 

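Prox1 stood at 88.8 CPM in the CHEs of rat 1 and 62.7 CPM in those of rat 2, at 129 CPM and 54.6 CPM in tuft-like cells, and at 17.2 CPM (3 UMIs) and 38.5 CPM (6 UMIs) in EEC-like cells. Goblet/Paneth-like cells had 4.31 CPM and 5.86 CPM, and goblet-like cells had no UMI in either rat, which allows up to 9.38 CPM and 2.13 CPM. The ratio of EEC to stem CPM was 6.14 (95% counting interval 1.23 to 18.9) in rat 1 and 14.2 (interval 3.36 to 68.2) in rat 2, or 5.90 (interval 1.40 to 28.4) in rat 2 without the stem-like cells that lack epithelial transcripts. In the comparison of the goblet side with CHE-like, tuft-like and EEC-like cells, Prox1 fell by 7.35 on the log2 scale (adjusted p = 0.00015, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower on the goblet side in 2 of 2 rats), a fitted value that depends on the prior count because goblet-like cells had no UMI. Ranked by p, it was the first of the 6 transcription factors on this side. Cebpd, Spib and Tcf4 were among the other transcription factors with the largest changes, where Cebpd had no UMI in goblet-like or goblet/Paneth-like cells and its fitted value depends on the prior count. With cells thinned to 5000 UMIs, 22 of 77 CHEs and 26 of 131 tuft-like cells of rat 2 had a Prox1 UMI, against 2 of 1122 enterocyte-like cells (0.178%). Median depths before thinning were 13342 UMIs in CHEs, 7844 in tuft-like cells and 24433.5 in enterocyte-like cells. From the separation of Atoh1 and Prox1, the paper proposes a pair of distinct secretory axes.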

Overall, our results reveal an intriguing bifurcation in transcriptional regulatory networks distinguishing CHE/tuft/EECs from canonically Atoh1^+^ goblet/Paneth cells.

The restricted expression of Prox1 to CHEs, tuft cells and EECs was particularly interesting, as the fly homolog of Prox1, Prospero, plays an important role in EEC fate in *Drosophila* adult midgut (Zeng and Hou, 2015). Prox1 has also been previously shown to mark some tuft cells and EECs in mouse (Yan et al., 2017). Immunofluorescence of rat proximal jejunum further confirmed the expression of Prox1 in CHEs (Fig. 2I) and some EECs and tuft cells (Fig. 2J-L).

The shared expression of Prox1 within a distinct sub-branch of the secretory lineage prompted us to search for additional factors that might support cell fates downstream of Prox1 induction. To understand how CHE fate is uniquely specified, we performed differential gene expression analysis of the CHE cluster compared to other cell states and manually curated a list of candidate transcription factors as likely drivers of cellular identity. 

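A transcription factor was counted as exclusive to CHEs where it reached at least 5 CPM in CHEs of both rats and at least 10 times the highest level of any other class of the same rat. Of 924 genes taken as transcription factors by symbol, 1 met this rule, Meis1, and also with 5 or 20 times in place of 10. Meis1 had 7 UMIs (104 CPM) in the CHEs of rat 1 and 103 UMIs (99.4 CPM) in those of rat 2. In rat 1 the only other Meis1 UMI was 1 in enterocyte-like cells, and in rat 2 stem-like cells had 5 UMIs (3.40 CPM), tuft-like cells 3 UMIs, goblet-like cells 2 UMIs and enterocyte-like cells 1 UMI. The CHE to stem ratio was at least 405-fold in rat 1, the lower end of the exact 95% counting interval on 7 against 0 UMIs, and 29.2 (95% counting interval 12.1 to 92.0) in rat 2, or 12.2 (interval 5.05 to 38.3) in rat 2 without the stem-like cells that lack epithelial transcripts. In the small sums of rat 1, a count of 0 allows up to 38.7 CPM in tuft-like and 17.2 CPM in EEC-like cells, so at this depth a level below these limits was not detectable. When cells were thinned to 5000 UMIs, 3 of 7 CHEs of rat 1 and 29 of 77 of rat 2 had a Meis1 UMI (37.7% in rat 2), against 1 of 3983 and 0 of 1122 enterocyte-like cells. Meis1 was called higher in CHEs than in the mean of the other cell types (adjusted p = 8.9e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of 2 rats). With the rats merged without integration no factor met the rule. With 1 rat alone, 3 factors met it in rat 2, Meis1 among them, and 5 in rat 1 (Bcl6, Cebpd, Hes7, Meis1 and Nfatc4).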

Notably, *Meis1* was the sole transcription factor candidate exclusive to CHEs and not found in any other intestinal epithelial cell type (Fig. 2M, Fig. S3M). Immunofluorescence confirmed that Meis1 protein is specifically expressed in CHEs, marked by CFTR (Fig. 2N), and not in other secretory cell types, including goblet cells (Fig. 2O), tuft cells (Fig. 2P) and EECs (Fig. 2Q). We also examined Best4^+^ colon cells. While they have some overlapping gene expression with small intestinal CHEs (namely Best4 and Otop2), they do not express CFTR-like small intestinal CHE/BCHEs (Burclaff et al., 2022). Surprisingly, while Best4^+^ colon cells were Prox1^+^ (Fig. S3N), Meis1 protein was undetectable (Fig. S3O), even though previous transcriptomic analysis had identified it as an enriched gene (Parikh et al., 2019). These results identify Meis1 as a small intestinal CHE marker that may play an important role in CHE differentiation and functional identity.

### CHEs express markers of active Notch signaling

Atoh1 is expressed in canonical secretory cells in the intestine, where it reinforces the inhibition of Notch signaling and its associated transcriptional program (Yang et al., 2001; Lo et al., 2017). In contrast, Atoh1 expression is repressed in the absorptive lineage by the downstream Notch target Hes1 (Yang et al., 2001), making Notch signaling a well-established driver of the decision to become an absorptive or secretory progenitor (Yang et al., 2001; Gehart and Clevers, 2019). However, our data above demonstrate that the CHE/tuft/EEC branch of the secretory lineage does not express Atoh1 (Fig. 2D-G), raising uncertainty about the role of Notch repression in maintaining cell fates for this branch of the secretory lineage. Therefore, we aimed to determine the Notch signaling status of cells within the CHE/tuft/EEC branch.

Unexpectedly for a cell type arising from the secretory lineage, scRNA-seq analysis revealed that CHEs expressed factors associated with active Notch signaling, including the *Notch1* and *Notch2* receptor genes (Fig. 3A, Fig. S4). 

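Against the mean of the other cell types, Notch1 was higher in CHEs by 2.98 on the log2 scale (standard error 0.65, adjusted p = 0.011, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a rise of 4.94 in rat 2 and 0.16 in rat 1, where the CHEs held 1 Notch1 UMI. Notch2 was also higher (adjusted p = 6.2e-07, same test, 2 of 2 rats). Nrarp, a Notch target gene, stood at 252 CPM in the CHEs of rat 1 and 539 CPM in those of rat 2, against 50.7 CPM and 59.1 CPM in stem-like cells (adjusted p = 1.8e-05 against the mean of the other cell types, same test, 2 of 2 rats). The CHE to stem ratio of Nrarp was 4.97 (95% counting interval 2.88 to 7.99) in rat 1 and 9.12 (interval 7.27 to 11.6) in rat 2. Hes1 rose by 2.02 on the log2 scale over the mean of the other cell types (standard error 0.51, adjusted p = 0.027, same test, 2 of 2 rats), but it did not differ from stem-like cells (0.81, adjusted p = 0.43, same test). The CHE to stem ratio of Hes1 was 1.69 (interval 0.807 to 3.11) in rat 1 and 1.57 (interval 1.18 to 2.10) in rat 2, or 0.799 (interval 0.589 to 1.09) in rat 2 without the stem-like cells that lack epithelial transcripts. Of the 8 genes of Fig. 3A, 4 were called higher in CHEs and 1 was called lower. The lower gene, Jag2, had no UMI in CHEs and stood at 45.8 CPM and 128 CPM in EEC-like cells (adjusted p = 0.036, same test, 2 of 2 rats). From the expression of these factors, and from staining for Notch2 and Hes1 protein, the paper states that CHEs carry markers of active Notch signaling. Its staining showed more nuclear Hes1 protein in CHEs than in stem or transit amplifying cells. The Hes1 values here are of RNA and do not measure that protein.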

More broadly, when we applied collective modules for Notch-on and Notch-off gene signatures as described in the Materials and Methods, we observed that the Notch-on signature was high within the CHE branch (Fig. 3B), while a clear Notch-off signature was apparent in the goblet/Paneth branch (Fig. 3C). Furthermore, at the transcriptomic level, our scRNA-seq analysis indicated that CHEs were the only cells in the rat intestine highly enriched for the *Notch2* receptor (Fig. 3A, Fig. S4H). 

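Module scores were computed on cells thinned to 5000 UMIs with the 6 Notch-on and 5 Notch-off genes of Table S1. A score is the mean log-normalized level of the genes minus that of control genes of similar expression, so 0 is the level of the control genes. The mean Notch-on score of CHEs was 0.240 in rat 1 and 0.452 in rat 2, or 0.346 ± 0.150 (SD, n = 2 rats). Stem-like cells came next at 0.0518 and 0.0499, where the value of rat 2 includes cells without epithelial transcripts. Secretory progenitor-like cells had 0.0117 and -0.0586. Tuft-like cells had -0.0447 and -0.0854, and EEC-like cells -0.0659 and -0.0762, so that within the CHE, tuft and EEC branch the score was above 0 in CHEs alone. The mean Notch-off score was 0.299 ± 0.0433 (SD, n = 2) in goblet/Paneth-like cells, 0.204 ± 0.102 in goblet-like cells and -0.0322 ± 0.0197 in CHEs. Without thinning, the Notch-on score of CHEs was 0.315 and 0.498, and the Notch-off score of goblet/Paneth-like cells was 0.290 and 0.384. The order of CHEs above stem-like cells held in 2 of 2 rats, and the scores were not tested.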

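Notch2 had 9 UMIs (133 CPM) in the 7 CHEs of rat 1 and 227 UMIs (219 CPM) in the 77 of rat 2. The next class in each rat was stem-like cells, at 3.32 CPM in rat 1 and 8.83 CPM in rat 2, and all other classes were at 2.78 CPM or lower. Against stem-like cells the ratio was 40.1 (95% counting interval 17.5 to 81.1) in rat 1 and 24.8 (interval 14.2 to 47.3) in rat 2. With cells thinned to 5000 UMIs, 3 of 7 CHEs of rat 1 and 42 of 77 of rat 2 had a Notch2 UMI (54.5%, exact 95% interval 42.8% to 65.9%), against 0.126% and 0.0891% of enterocyte-like cells. Median depths before thinning were 7314 UMIs in the CHEs of rat 1 and 13342 UMIs in those of rat 2. Notch2 was absent at this depth from EEC-like and goblet/Paneth-like cells, where a count of 0 allows up to 17.2 CPM and 19.2 CPM in EEC-like cells of rat 1 and rat 2.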

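Notch2 was higher in CHEs than in stem-like cells by 5.33 on the log2 scale (standard error 0.73, adjusted p = 0.0012, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of 2 rats), and across the alternatives that keep both rats the value ran from 5.15 to 6.19, with 4.98 to 5.05 when each rat was left out. Stem-like cells held 63 Notch2 UMIs in rat 1 and 13 in rat 2, or 3 in rat 2 once cells without epithelial transcripts were removed. A Notch2 UMI was found in 1.49% of stem-like cells of rat 1 thinned to 5000 UMIs, above the 0.126% of enterocyte-like cells, and the ratio of stem to enterocyte CPM was 17.8 (95% counting interval 9.05 to 38.8). Notch1 had 870 UMIs (45.9 CPM) in the stem-like cells of rat 1 and 168 UMIs (114 CPM) in those of rat 2, where 63 UMIs (103 CPM) remained without the cells that lack epithelial transcripts. CHEs held 1 UMI (14.8 CPM) in rat 1 and 87 UMIs (83.9 CPM) in rat 2. The CHE to stem ratio of Notch1 was 0.323 in rat 1, with a counting interval of 0.00816 to 1.80 on that 1 UMI, and 0.735 (interval 0.561 to 0.958) in rat 2, or 0.817 (interval 0.584 to 1.15) without the cells that lack epithelial transcripts. The fitted difference was -0.02 on the log2 scale (standard error 0.88, adjusted p = 0.99, same test) and changed sign under several alternatives. In thinned cells, 22 of 77 CHEs of rat 2 had a Notch1 UMI, against 39.2% of stem-like cells, which include cells without epithelial transcripts, and 0.446% of enterocyte-like cells, while 0 of 7 CHEs of rat 1 had one, which allows a share of up to 42.9%.

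**Figure D3:**
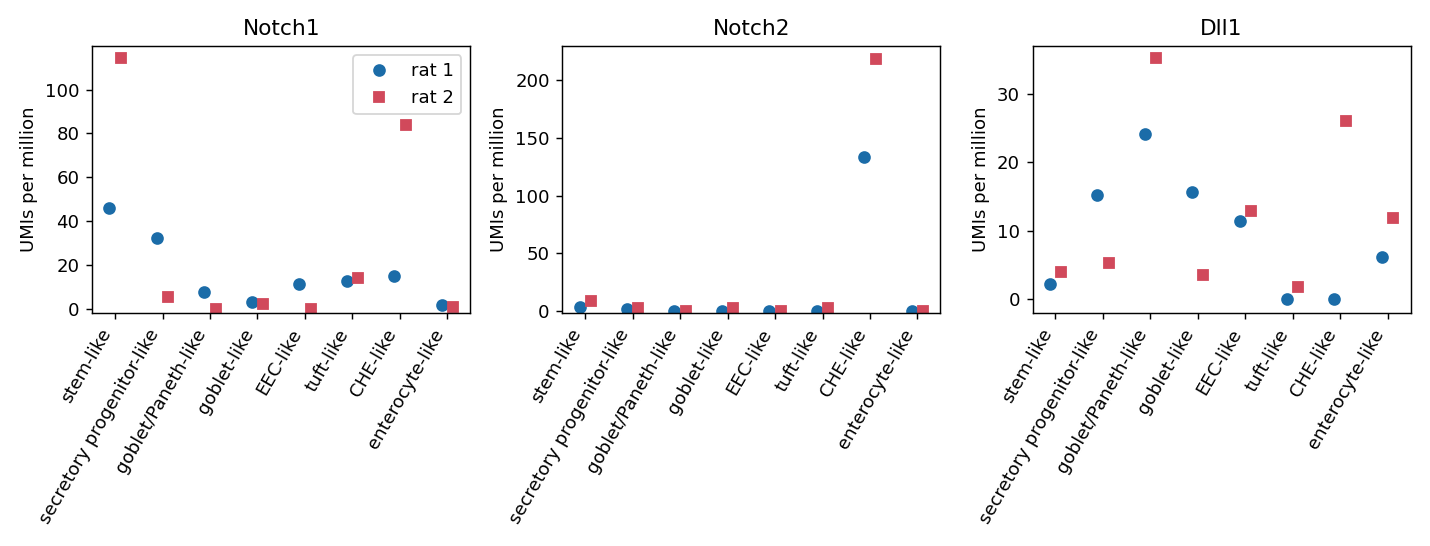
Levels of Notch1, Notch2 and Dll1 in each cell class, in UMIs per 1000000 UMIs of the sum of that class and rat (CPM). Circles are rat 1 and squares are rat 2, with no error bars. Notch2 is highest in CHE-like cells, at 133 and 219 CPM, and Notch1 is highest in stem-like cells of each rat.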

Surprisingly, Notch2 was not strongly expressed in the stem cells of the rat intestine, whereas the Notch1 gene was expressed in both CHEs and stem cell populations (Fig. S4G). This absence of Notch2 in intestinal stem cells has also been described in human intestine (Tsai et al., 2022), but is contrary to reports in mouse intestine (Riccio et al., 2008; Carulli et al., 2015) where Notch1 and Notch2 are co-expressed in intestinal stem cells and function redundantly. We confirmed by immunofluorescence that CHEs specifically expressed the Notch2 receptor protein (Fig. 3D). Notch2 has been historically shown to specify cell types independently of the Notch1 receptor (Jeliazkova et al., 2013; Basil et al., 2022; Nakano et al., 2022), and we were intrigued by the possibility of a Notch2-specific role in CHE fate specification.

**Fig. 3.**
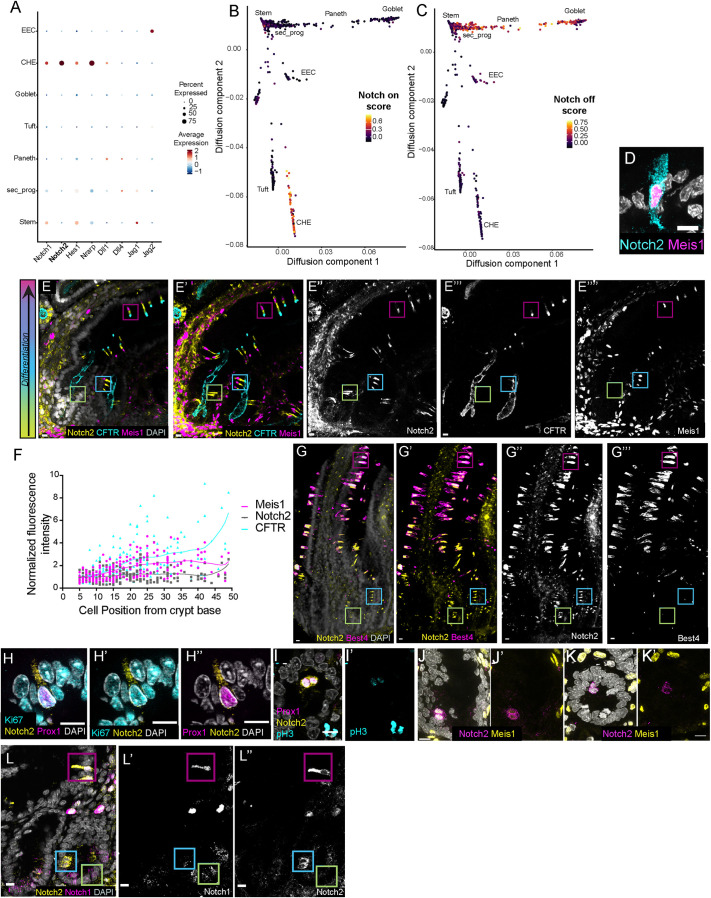
**Notch2 is a candidate marker of CHE progenitors.** (A) Dot plot from scRNA-seq data showing relative expression of factors associated with Notch signaling across intestinal epithelial cell types. (B,C) Module scores for Notch-on (B) and Notch-off (C) gene signatures. (D) Meis1 (magenta, CHEs) and Notch2 receptor (cyan) co-staining. DAPI in white. (E-E⁗) 3D whole-mount rat proximal jejunum stained for Notch2 (yellow in E,E′; white in E″), CFTR (cyan in E,E′, white in E‴) and Meis1 (magenta in E,E′, white in E⁗). Color of box denotes approximate localization along the crypt-villus axis (left). DAPI in white. (F) Quantified fluorescence intensity for cells in each position along the crypt villus axis of 3D whole-mounts for Meis1 (magenta), CFTR (cyan) and Notch2 (black). Note the increase in fluorescence intensity with increasing position from the crypt base. Normalized to mean intensity of cell positions 5-7 for *n*=3 animals. (G-G‴) 3D whole-mount rat proximal jejunum stained for Notch2 (yellow in G,G′, white in G″) and Best4 (magenta in G,G′, white in G‴). DAPI in white. (H-H″) Notch2^+^/Prox1^+^ cell expressing Ki67. Notch2 in yellow, Prox1 in magenta, Ki67 in cyan. (I,I′) Notch2^+^/Prox1^+^ crypt cells in active mitosis. Note symmetric cell division for both Notch2 (yellow) and Prox1 (magenta). (I′) Note the low level of phospho-histone 3 (in cyan) as cell is exiting mitosis. (J,J′) Notch2^+^/Meis1^Low^ cells in active mitosis. Notch2 (magenta), Meis1 (yellow), DAPI (white). (K,K′) Notch2^+^ cell lacking Meis1 in active mitosis. Notch2 (magenta), Meis1 (yellow), DAPI (white). (L-L″) Actively dividing Notch2^+^ (yellow in L, white in L″) crypt cells are Notch1^−^ (magenta in L, white in L′), and distinct from crypt base stem cells, which only express Notch1. DAPI in white. Scale bars: 10 μm.

### Notch2 is a candidate marker of CHE precursors

Intestinal epithelial cells progressively differentiate as they migrate upwards from the stem cell/progenitor zone in the crypt towards villi. In the absence of straightforward genetic lineage-tracing tools in the rat, we took advantage of the position of cells along this progressively differentiating crypt-villus axis to infer the general spatial and temporal properties of CHE differentiation. Using 3D whole-mounts of rat jejunum, which preserve entire crypt-villus axes, we stained for CFTR and our identified CHE markers to determine the dynamics of CHE protein expression along the CHE differentiation axis. We first examined CFTR, Notch2 and Meis1 (Fig. 3E-E⁗) and observed that, as expected, CHEs in the differentiated villus region expressed high levels of all three proteins (Fig. 3E-E⁗, magenta box, F). Similarly, labeling for Best4 and Notch2 (Fig. 3G-G‴) clearly identified double-positive CHEs within the villus (Fig. 3G-G‴, magenta box).

Remarkably and unexpectedly, we observed an additional population of Notch2^+^ cells in the proliferative crypt region (Fig. 3E,E′, green box) that did not express CFTR (Fig. 3E‴) or Meis1 (Fig. 3E⁗). These Notch2^+^ cells localized within the mid and upper crypts and progressively expressed increasing levels of CFTR and Meis1 as they ascended the crypt-villus axis (Fig. 3F). Notably, the lowest crypt position occupied by these Notch2^+^ cells was the +5 position, which is immediately proximal to the Dll1^+^ secretory progenitor at the +4 position (Fig. S3K). Best4 expression was also restricted to the villus compartment (Fig. 3G,G′,G‴), consistent with computational data from the human intestine suggesting that BEST4 is a mature CHE marker (Burclaff et al., 2022).

Interestingly, a Prox1^+^ progenitor has been previously described in the mouse with both reserve stem cell activity and rare but detectable clonogenic potential during homeostasis (Yan et al., 2017). We found that the Notch2^+^ crypt cells were positive for Prox1 (Fig. 3H,I). This raises the intriguing hypothesis that the Notch2^+^/Prox1^+^/Best4^−^/CFTR^−^ cells we observed in the crypt region may function as a candidate progenitor, although it is also possible that these cells are simply immature CHEs that have not reached full differentiation status.

To examine whether Notch2^+^/Prox1^+^ crypt cells in the rat could act as a progenitor population, we first aimed to determine whether these cells were proliferative. We co-stained intestines for Notch2, Prox1 and Ki67 and found that a subset of Notch2^+^/Prox1^+^ cells was Ki67^+^ (Fig. 3H-H″), suggesting that this population was still in the cell cycle and had not terminally differentiated and entered G0. In contrast, Ki67^+^ cells were not observed in differentiated villar CHEs (Fig. S3I,I′), and our scRNA-seq data indicated that differentiated CHEs fully exist within the G0/G1 stage of the cell cycle (Fig. S3J). 

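By the same assignment on thinned cells, 6 of 7 CHEs of rat 1 and 72 of 77 of rat 2 were in G1 (93.5% in rat 2, exact 95% interval 85.5% to 97.9%), and the others were in S. No CHE was in G2/M, and 0 of 77 allows a share of up to 3.90%. Without thinning, 7 of 7 and 76 of 77 CHEs were in G1. Mki67, which encodes Ki67, had 1 UMI in the CHEs of each rat, or 0.965 CPM in rat 2 against 708 CPM in stem-like cells. Part of the stem-like cells were named by cycling markers, and those of rat 2 include cells without epithelial transcripts. Enterocyte-like cells had 28.2 CPM and 8.02 CPM of Mki67, so the level in CHEs of rat 2 was below that of enterocyte-like cells.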

Although rare, we also detected Notch2^+^/Prox1^+^ crypt cells in active mitosis (Fig. 3I,I′). In these cases, Notch2 and Prox1 were expressed in both daughter cells, suggesting that Notch2^+^/Prox1^+^ cells undergo symmetric divisions. Next, we examined Meis1 levels in mitotic cells, and found that some Notch2^+^ cell pairs were Meis1^+^ (Fig. 3J,J′), while others were Meis1^−^ (Fig. 3K,K′). We did not observe any instances in which dividing cells were asymmetrically Meis1^+^. Co-staining for Notch1 and Notch2 revealed that actively dividing Notch2^+^ crypt cells were Notch1^−^ (Fig. 3L-L″, blue box) and distinct from stem cells in the crypt base, which only expressed the Notch1 receptor (Fig. 3L-L″, green box). These data suggest that Notch2^+^ cells are proliferative and arise within the crypt, and that, rather than simply being immature CHEs, they may maintain the potential to generate other cell types within the CHE/tuft/EEC axis. The distinct expression patterns of Notch1 and Notch2 also suggest that Notch2^+^ CHE progenitors do not simply maintain active Notch signaling but reactivate it through Notch2 expression.

### CHE fate specification requires active Notch signaling

While the presence of the Notch2 receptor strongly suggests active Notch signaling in CHEs, receptor expression does not necessarily reflect downstream Notch signaling activity. Therefore, we tested whether Hes1, the dominant effector transcription factor for active Notch signaling in the intestine, was expressed in CHEs. Co-staining of Hes1 and Meis1 revealed that CHEs express high levels of nuclear Hes1 (Fig. 4A, arrows), strongly implying that CHEs engage in active Notch signaling. We also confirmed nuclear Hes1 signal in proliferative Meis1^−^ crypt cells as a positive control (Fig. 4A′, arrowheads), as the requirement for Notch signaling in intestinal stem cell homeostasis and transit amplifying cells has been well-characterized (Pellegrinet et al., 2011). Interestingly, the fluorescence intensity of nuclear Hes1 in CHEs was significantly higher than that of stem/transit amplifying cells (Fig. 4B), supporting the idea that Notch signal transduction is an active part of CHE differentiation. Nuclear Hes1 was also present in the Notch2^+^ crypt cells (Fig. 4C), consistent with the notion of these cells as potential CHE progenitors in which Notch signaling is already active.

**Fig. 4.**
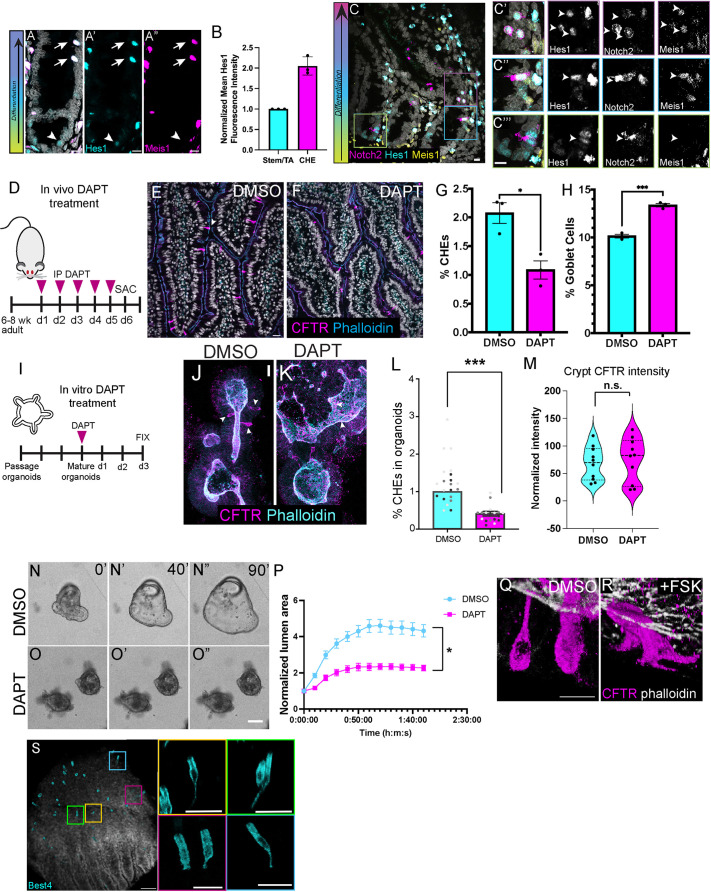
**CHE specification requires active Notch signaling.** (A-A″) Meis1 (magenta, CHE marker; arrowheads) and Hes1 (cyan) co-staining. Stem/transit amplifying (TA) cells with positive Hes1 staining are marked by arrowheads. Scale bars: 10 μm. (B) Normalized mean fluorescence intensity of nuclear Hes1 in CHEs and stem/TA cells. *n*=3 animals. (C-C‴) Nuclear Hes1 (cyan) is present in crypt cells positive for Notch2 (magenta), which have not yet upregulated Meis1 (yellow). DAPI in white. Color of box denotes approximate localization along the crypt-villus axis (left). (D) Schematic of *in vivo* DAPT treatment. d, day; IP, intraperitoneal; SAC, sacrificed. (E,F) Immunofluorescence staining for CHEs (magenta, CFTR) and F-actin (cyan, phalloidin) for vehicle (E) and DAPT-treated (F) rats. DAPI in white. Scale bar: 10 μm. (G,H) Percentage of CHEs (G; *P<0.01) and percentage of goblet cells (H; ***P<0.0003) in DAPT-treated rats relative to DMSO controls. *n*=3 rats per treatment. For each animal, images were acquired for at least eight different ROIs. (I) Schematic of *in vitro* DAPT treatment. (J,K) Immunofluorescence staining for CHEs (magenta, CFTR) for control (J) and DAPT-treated (K) rat intestinal organoids. Arrowheads mark CHEs. Scale bar: 20 µm. (L) Quantification of normalized CHE abundance in DMSO versus DAPT-treated organoids. *n*=3 replicates from two independently derived organoid lines. Each point denotes one organoid. ***P<0.0006. (M) Quantification of normalized crypt CFTR intensity for DMSO (cyan) and DAPT-treated (magenta) organoids. *n*=3 replicates; n.s., not significant. (N-O″) Forskolin swelling for control (N-N″) and DAPT-treated (O-O″) rat intestinal organoids. 0′, 0 min after DAPT treatment; 40′, 40 min post-treatment; 90′, 90 min post-treatment. Scale bar: 100 μm. (P) Normalized lumen area for DMSO (control) versus DAPT-treated organoids over time following forskolin swelling. *n*=3 replicates. For each replicate, at least 20 organoids were quantified. Unpaired *t*-test, area under the curve at 110 min; *P<0.01. (Q,R) CHE morphology in organoids with DMSO treatment (Q) and with forskolin (FSK) treatment (R). CFTR (magenta) marks CHEs, phalloidin (gray) marks the apical domain. Scale bar: 10 µm. (S) Best4^+^ CHEs (cyan) display long protrusions *in vivo*. 3D projections of individual cells with protrusions are shown at high magnification on the right. Scale bars: 25 µm.

To test whether Notch signaling was necessary for CHE fate, we injected adult rats for five consecutive days with DAPT (Fig. 4D), a γ-secretase inhibitor that blocks the cleavage of the Notch intracellular domain, thereby inhibiting downstream Notch signaling. The experimental timeline accounts for the complete renewal of the intestinal epithelium every 3-7 days (Barker et al., 2007). DAPT treatment significantly decreased CHE number relative to the DMSO control, demonstrating that CHE fate specification requires active Notch signaling (Fig. 4E-G). Conversely, we found that goblet cell number increased upon Notch inhibition (Fig. 4H), as expected from previous reports (Yang et al., 2001) and consistent with the relative positioning of CHE versus goblet cells according to our diffusion component mapping.

To more robustly test mechanisms driving fate specification of CHEs and, ultimately, CHE function, we generated intestinal organoids from the rat jejunum (Zagoren et al., 2023). We first aimed to determine whether CHEs were specified in rat organoid models. Undifferentiated intestinal spheroids present 2 days after culturing did not contain CHEs (Fig. S5A,B). However, upon organoid budding and differentiation, CHEs were clearly defined (Fig. S5C,D). CHEs in organoids localized to the same domains as *in vivo*, including enrichment within the differentiated domains of the upper crypt and villus regions (Fig. S5E). Outside of CHEs, rat organoid enterocytes also expressed baseline CFTR in a gradient similar to that seen *in vivo*, with highest levels in the crypt and low levels in villar domains (Fig. S5F). CHEs in organoids also expressed Meis1, Prox1, Best4 and Notch2, as *in vivo* (Fig. S5G-J). We then verified whether Notch signaling regulates CHE fate *in vitro* as it does *in vivo*. We allowed organoids to differentiate, then treated them with 5 µM DAPT for 3 days (Fig. 4I). After DAPT treatment, we assessed the relative abundance of CHEs in DAPT versus vehicle (DMSO) treatment. As found *in vivo*, DAPT treatment significantly inhibited CHE specification (Fig. 4J-L). These data suggest that active Notch signaling is required for CHE fate specification in organoids, as it is within intact tissue. Outside of CHEs, most CFTR is expressed within the crypt domain. To confirm that DAPT treatment did not globally affect CFTR expression, particularly because Notch signaling plays important roles in stem cell maintenance, we measured the fluorescence intensity of CFTR within crypts of vehicle and DAPT-treated organoids. No significant difference was observed in normalized crypt CFTR intensity (Fig. 4M). Concurrently with these studies in rat intestinal organoids, a recent study demonstrated with DAPT treatment that Notch is necessary for CHE cell fate in human intestinal organoids (Wang et al., 2025).

Given the relative ease with which we could chemically modulate CHE number within organoids, we next sought to evaluate a potential secretory function for CHEs and their contribution to fluid secretion. Forskolin, an adenylyl cyclase activator, is commonly used in organoid-based assays to test for the ability to swell and secrete fluid (Boj et al., 2017). Vehicle (DMSO) or DAPT-treated organoids were treated with forskolin to induce fluid secretion into the lumen, and the degree of organoid swelling was observed. Notably, decreased CHE specification in DAPT-treated organoids resulted in strong abrogation of organoid swelling (Fig. 4N-P), indicating a dramatic change in flux between the external medium and the luminal space and supporting a role for CHEs in sustained fluid secretion in intestinal organoids. The similar intensities of CFTR staining in crypts between control and DAPT-treated organoids (Fig. 4M) leads us to suggest that the secretory defects observed in DAPT-treated organoids are not attributable to CFTR loss in the crypt compartment but rather to reduced CHE numbers. Surprisingly, when we stained rat organoids for CFTR to examine CHEs after forskolin activation, we found that they had dramatically changed shape, forming long protrusions (Fig. 4Q,R). In fixed tissue *in vivo*, we could occasionally capture CHEs with long protrusions (Fig. 4S), similar to what has been described for rare CFTR-enriched pulmonary ionocytes in the airway (Yuan et al., 2023) and suggesting that CHEs can sense and respond to their environment.

In summary, CHEs comprise a rare cell type in the proximal small intestine that likely arises from the secretory lineage along a distinct branch shared with tuft cells and EECs. CHEs are specifically enriched for Meis1 and share expression of Prox1 with tuft and EEC populations. Notch2 is a candidate marker of CHE progenitors, as we observe Notch2^+^/Prox1^+^ cells in crypts that lack enrichment for the CHE markers Best4 and CFTR. Finally, Notch signaling is necessary for CHE cell fate. These data support a model in which CHEs arise from the secretory lineage, yet, paradoxically, Notch is reactivated to specify this rare population (Fig. 5).

**Fig. 5.**
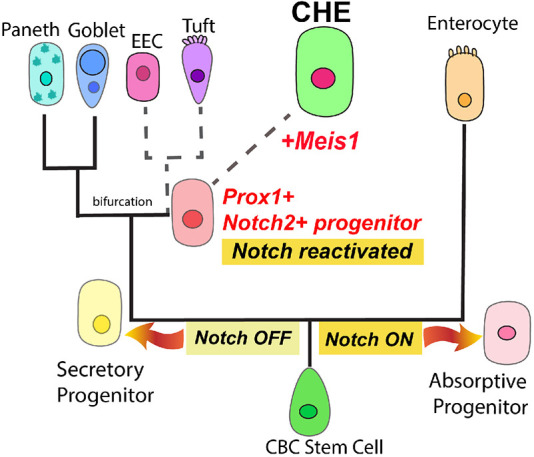
**Working model for CHE cell fate specification.** Working model of CHE cell differentiation in which: (1) CHEs arise from the secretory lineage, which is initially Notch off, (2) Notch is reactivated along the secretory lineage as a potentially multipotent Notch2^+^/Prox1^+^ progenitor and (3) Meis1 is upregulated to promote the expression of differentiated CHE markers, including CFTR and Best4. Dashed lines indicate proposed lineage relationships. CBC, crypt base columnar.

## DISCUSSION

In this study, we found that rare intestinal epithelial CHEs originate from the secretory lineage and depend on active Notch signaling for their fate specification. We used scRNA-seq from epithelial cells of rat jejunum and generated diffusion maps of stem and secretory cells to illustrate that CHEs likely arise from the secretory lineage. Furthermore, through pharmacological inhibition experiments, we demonstrated that Notch signaling is necessary for CHE cell fate specification both *in vivo* and *in vitro*.

These findings collectively suggest that Notch must be reactivated along the secretory lineage to drive CHE fate, likely via the induction of alternative receptors such as Notch2, and may have broader implications for the behavior and diversification of specialized secretory cells. In particular, this notion of Notch reactivation in CHEs challenges the prevailing model of the secretory lineage as Notch-off. Notably, this model of a wholly Notch-off secretory lineage has been informed by lineage tracing using mouse models (Yang et al., 2001), which do not generate a comparable CHE/BCHE population under homeostatic conditions. As rats and human models lack similar lineage-tracing capabilities, we cannot definitively rule out the possibility that CHEs could arise from an absorptive, Notch-on progenitor. Indeed, the loss of CHEs upon Notch inhibition we observed would also be consistent with this alternative hypothesis. Even when conventional genetic lineage-tracing techniques are available, however, it is challenging to appropriately evaluate the secretory lineage considering the comparative rarity and complexity of secretory cell types. Our evidence of Notch reactivation during CHE differentiation cautions against inferring the final downstream Notch signaling status in differentiated cell types from the initial Notch signaling status of their less determined progenitors. Alternative methods for transducing these signals can be temporally restricted to ensure an orderly transition in developmental potential. Ultimately, our results highlight the surprising modularity of the secretory lineage despite its restricted origin within the intestinal crypt.

We propose a working model of CHE cell differentiation in which: (1) CHEs arise from the secretory lineage, which is initially Notch-off, (2) Notch is reactivated along the secretory lineage as a potentially multipotent Notch2^+^/Prox1^+^ progenitor and (3) Meis1 is upregulated to promote the expression of differentiated CHE markers, including CFTR and Best4. While we and others (Burclaff et al., 2022) have computationally described CHEs and BCHEs respectively as arising from the secretory lineage, our work further identifies a resident Notch2^+^/Prox1^+^ progenitor in crypts that can divide symmetrically, suggesting that Notch reactivation may precede terminal CHE differentiation.

Beyond their localization to the crypt, undifferentiated Notch2^+^/Prox1^+^ cells generally lack Meis1, the only CHE-specific transcription factor identified in our scRNA-seq, but can occasionally be found with low levels of nuclear Meis1, which suggests the onset of CHE differentiation. Further investigation is needed to determine the effect of Meis1 on CHE fate. Additionally, the full lineage-generating capability of this Notch2^+^/Prox1^+^ progenitor *in vivo* remains to be tested and is currently limited by the lack of genetic tools available in rat and human models. Nevertheless, a previous mouse study characterized Prox1^+^ progenitors as having both reserve stem cell activity and rare clonogenic potential in homeostasis (Yan et al., 2017), features that our putative Notch2^+^/Prox1^+^ progenitor may share in the rat.

Collectively, these results highlight the value of exploring the secretory lineage beyond the characterization that has been done in mice. Furthermore, the increasing diversity of cell types that arise from the same secretory progenitor warrants detailed characterization of their gene regulatory networks, including the specific transcription factor-binding profiles and stepwise order of molecular events required to appropriately partition and define their unique functions. Intriguingly, our data demonstrate a high nuclear Hes1 intensity level in differentiated CHEs and considerably lower nuclear Hes1 levels in the stem/progenitor zone. Hes1 is notable for its oscillatory activity (Hirata et al., 2002), which regulates differentiation timing in a variety of systems (Seymour et al., 2020; Maeda et al., 2023). Since Hes1 oscillations have been described in intestinal stem cells (Weterings et al., 2024 preprint), it is possible that CHE specification may involve a transition from oscillatory Hes1 in stem cells, through a Notch-off secretory progenitor, and finally towards more sustained Hes1 expression in differentiated CHEs, although this remains to be explored.

The fact that CHEs are so highly enriched for Hes1 and require active Notch signaling for their fate specification is perhaps less surprising when considered alongside pulmonary ionocytes, a rare CFTR-enriched cell type within the lung that also requires Notch signaling for proper specification (Plasschaert et al., 2018). Although these cell types appear to be analogous, there is no evidence of Foxi1 (forkhead box I1) expression within any intestinal cell type (data not shown), even though this transcription factor is necessary and sufficient for pulmonary ionocyte fate (Plasschaert et al., 2018; Montoro et al., 2018) and is expressed within the ionocytes of many tissues (Pou Casellas et al., 2023). 

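Foxi1 had no UMI in any of the 20285 barcodes, retained or not. The epithelial cells hold 80110968 UMIs in rat 1 and 33620785 in rat 2, so a count of 0 allows up to 0.0374 CPM of Foxi1 in rat 1 and 0.0892 CPM in rat 2. For CHEs alone, whose sums are 67531 UMIs in rat 1 and 1036570 in rat 2, the same count allows up to 44.4 CPM and 2.89 CPM.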

Notably, Foxi1 has also been described as promoting ionocyte, tuft cell and neuroendocrine cell specification through a shared rare Foxi1^+^ progenitor in developing airway epithelium (Yuan et al., 2023). Although these airway cell types exhibit highly similar transcriptional relationships to those we have found for CHEs, tuft cells and EECs within the intestinal secretory lineage, the total absence of Foxi1 within our small intestinal transcriptional atlas indicates that similar developmental relationships may hold despite an alternative transcriptional program. As a putative alternative, our results and the work of others (Yan et al., 2017) suggest that this unique secretory sub-branch may be driven more directly via Prox1, a possibility that warrants further characterization.

While ionocytes were initially described as a major source of CFTR activity and secretion in the lung (Plasschaert et al., 2018), subsequent work has clarified that the majority of CFTR expression and secretion is performed by other secretory cells, which vastly outnumber rare ionocytes (Okuda et al., 2021). We observed that DAPT-treated organoids, which exhibit decreased CHE specification, displayed a strong reduction of forskolin-induced swelling. However, DAPT is also known to reduce enterocytes, which also express CFTR, and therefore our studies cannot confirm a direct causation between the absence of CHEs and the abrogation of swelling. Supporting the notion that comparatively rare CHEs may be capable of major effects on organoid swelling, however, Wang et al. (2025), demonstrated in human intestinal organoids that swelling induced by the STa analog linaclotide is absent upon complete loss of CHEs induced by genetic ablation of the transcription factor SPIB. This suggests that, at least *in vitro*, CHEs may be a major source of secretion, although the secretory function for CHEs *in vivo* has yet to be confirmed. 

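Spib stood at 844 CPM in the CHEs of rat 1 and 1839 CPM in those of rat 2, and at 258 CPM and 1064 CPM in tuft-like cells. In the other classes it was at 12.8 CPM or lower, except for 48.9 CPM in the stem-like cells of rat 2, which include cells without epithelial transcripts. Against the mean of the other cell types Spib was higher in CHEs by 7.59 on the log2 scale (standard error 0.73, adjusted p = 8.6e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of 2 rats). On the goblet side it fell by 6.38 against CHE-like, tuft-like and EEC-like cells (standard error 1.78, adjusted p = 0.046, same test, 2 of 2 rats), a call that was lost under 5 alternatives, with adjusted p from 0.053 to 0.12. With cells thinned to 5000 UMIs, 76 of 77 CHEs and 129 of 131 tuft-like cells of rat 2 had a Spib UMI, against 0.535% of enterocyte-like cells.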

Our transcriptomic analysis suggests that *Spib* is highly enriched in both the CHE and tuft cell populations (Fig. S3M), supporting the common CHE/tuft fate trajectory we observed.

Ionocytes have also been hypothesized to be involved in the regional coordination of pH sensing and acute responses to hyperosmotic stress across a range of systems (Okuda et al., 2021; Yuan et al., 2023). It is possible that CHEs could similarly coordinate regionalized pH regulation in response to lumen acidification. *In vivo* intestinal-looping studies recently demonstrated that CHEs are capable of sensing and responding to a low pH environment by rapidly trafficking CFTR, guanylyl cyclase C and OTOP2 to their apical domains (dos Reis et al., 2025 preprint). CHEs are highly enriched for apical CFTR, and therefore capable of bicarbonate efflux out into the luminal environment (Garcia et al., 2009). Furthermore, CHEs are regionalized to the distal duodenum and proximal jejunum, regions of the intestine where residual stomach acid must be effectively neutralized to promote optimal nutrient absorption (Jakab et al., 2013). This putative function would be particularly relevant for cystic fibrosis, in which lumen acidification driven by the loss of CFTR-mediated bicarbonate secretion drives gastrointestinal pathophysiology and results in significant co-morbidities (Garcia et al., 2009; de Lisle and Borowitz, 2013). Further studies will be needed to determine the specific functional contribution of CHEs to the overall physiology of the small intestine in the context of homeostasis and disease.

## MATERIALS AND METHODS

### Model system and permissions

All studies were conducted with Institutional Animal Care and Use Committee (IACUC) approval from Yale University's Standing Committee on animals, and in accordance with institutional guidelines for the humane treatment of animals.

### Experimental animals

Male adult Sprague-Dawley rats (*Rattus norvegicus*) with an average weight of 200 g were purchased from Charles River. Rats were housed in the animal care facility of the Yale Animal Resources Center according to institutional guidelines for the care and use of laboratory animals.

### Cell dissociation and droplet-based sequencing

Epithelial cell suspensions were generated as described previously with modifications (Sumigray et al., 2018). Briefly, the proximal jejunum of adult male Sprague-Dawley rats was isolated and rinsed in ice-cold PBS. The tissue was segmented into ∼2 cm fragments and opened longitudinally to expose the epithelium. The tissue was incubated in 30 mM EDTA in HBSS (Gibco, 14170112) at 37°C for 20 min. The tissue was vigorously shaken to release epithelium. The epithelium was collected into a 15 ml conical tube, incubated on ice, and allowed to settle via gravity. The epithelium was washed twice in HBSS, then incubated in 1 mg/ml dispase II (Roche, GE-0619) in HBSS for 10-12 min at 37°C with frequent shaking. A total of 1 ml fetal bovine serum (FBS) and 2 µl DNase I was added to the cell suspension, and the cells were passed through 70 µm strainers. Cells were collected by centrifugation at 300 ***g*** for 5 min at 4°C. Cell pellets were washed with HBSS+10% FBS and centrifuged again at 300 ***g*** for 5 min at 4°C. Cells were resuspended in HBSS+10% FBS at a 1200 cells/µl. Prior to droplet-based scRNA-seq, cells were run through a 40 µm filter. Single-cell suspensions were processed through several additional rounds of purification, centrifugation and resuspension before the generation of an emulsion using the NextGem v.3.1 3′UTR capture kit (10x Genomics) with a target recovery of 10,000 cells. The resulting reverse transcription and generation of the sequencing library were performed according to the manufacturer's protocols. The final library was sequenced to a target recovery of 300 million read pairs and conducted at the Yale Center for Genomic Analysis.

### Analysis of rat scRNA-seq data

#### Pre-processing

Sequencing data were demultiplexed and processed using Cell Ranger v.5.0 with alignment to Rnor6, followed by clustering and expression analysis using Seurat v.4.0.1 package in R (v.4.0.3). Prior to downstream processing, 20,285 cells were recovered with a median transcript count of 32,331 unique molecular identifiers per cell. 

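The deposited counts hold 20285 barcodes with a median of 4873 and a mean of 8206 UMIs, and between 500 and 98095 UMIs per barcode. The median barcode had 1254 genes with a UMI.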

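Of the barcodes, 48.3% in rat 1 and 53.8% in rat 2 had at most 5000 UMIs. The upper limit of 5800 genes alone removed 47 barcodes of rat 1 and 6 of rat 2. More than 40% mitochondrial transcripts were found in 12.5% of the barcodes of rat 1 and 22.7% of those of rat 2, and this limit alone removed 182 and 1510 barcodes.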

Cells with >200 and <5800 genes and >5000 transcripts were retained. Cells with >40% mitochondrial transcripts were excluded. Libraries from two separate rats were integrated. Data were normalized and log-transformed using the ‘LogNormalize’ function in Seurat. All clusters expressing *Cd45* (*Ptprc*) or hemoglobin (*Hba-a1*) were removed. This left a total of 7362 cells, confirmed to be epithelial by *Epcam* expression. Clusters were assigned to known cell types by signature gene markers, as outlined in Table S1.

#### Dimensionality reduction and clustering

The top 2000 variable genes were used for principal component analysis, and the top 20 principal components were selected and visualized by uniform manifold approximation and projection (UMAP). We identified clusters using the ‘FindClusters’ function in Seurat, using a parameter resolution of 0.3. As mentioned above, clusters enriched for *Ptprc* or *Hba-a1* were removed, and data were rescaled. The ‘FindNeighbors’ and ‘FindClusters’ functions were rerun, with 20 principal components and a resolution of 0.5. The ‘AddModule Score’ function in Seurat was used to generate scores for cell-type markers and for Notch-on and Notch-off’ scores. The genes that contributed to each score are listed in Table S1.

### Rat intestinal organoid derivation and cell culture

Rat intestinal organoids were established from the crypts of rat proximal jejunum as described previously (Zagoren et al., 2023). Briefly, following euthanasia, rat proximal jejunum was isolated and opened longitudinally to expose villi, which were scraped off with a glass microscope slide. Intestinal fragments were incubated for 30 min in 3 mM EDTA at 4°C, after which the intestinal segment was shaken vigorously in PBS with fine tweezers under a dissecting microscope until the PBS primarily contained crypts. Crypts were pelleted at 250 ***g*** and the crypt pellet was added to growth factor-reduced Matrigel. Rat intestinal organoids were then cultured in rat intestinal organoid media (Zagoren et al., 2023) at 37°C, 5% CO_2_, and passaged by mechanical disruption every 3-5 days as needed.

### Immunofluorescence staining

For cryosections, 10-µm-thick sections of rat proximal jejunum or distal duodenum were fixed in 4% paraformaldehyde (PFA) in PBS with 0.2% Triton X-100 (PBST-0.2%) (American Bio, AB02025) for 8 min. Tissues were placed into block [3% bovine serum albumin (Sigma-Aldrich, A9647); 5% normal donkey serum (Sigma-Aldrich, D9663) in PBST-0.2%] for 1 h. Primary antibody was then added for 15 min to overnight, depending on the antibody. After washing three times with PBST-0.2%, sections were incubated in secondary antibody for 10 min at room temperature. Sections were then washed three additional times in PBST-0.2%, after which they were mounted in Antifade and imaged on an upright Zeiss AxioImager with Apotome 2 attachment with a Zeiss AxioCam 506 mono camera. Objectives used were Plan Apochromat 10×/0.45 air, 20×/0.8 air, 40×/1.3 oil and 63×/1.4 oil.

Whole-mount staining of rat jejunum was performed as described previously (Hu et al., 2022). Briefly, following euthanasia, rat proximal jejunum was isolated, opened longitudinally to expose villi, and fixed in 100% ice-cold methanol (Fisher Scientific, 02-003-351). Tissues were subsequently permeabilized for 6 h in PBS with 0.3% Triton X-100 (PBST-0.3%), incubated with primary antibody for 16 h, washed five times with PBST-0.3% for 1 h each wash, incubated with secondary antibody for 16 h, washed ten times with PBST-0.3% for 30 min each wash, and then post-fixed overnight in 4% PFA/PBS. Samples were then mounted in Ce3D media and imaged on a Leica Stellaris 5 confocal laser scanning microscope with a white light laser using a HC FLUOTAR 25×/0.95 W VISIR objective or HC PL APO 40×/1.10 W CORR CS2 objective (Leica, Germany).

For whole-mount staining of organoids, organoids were fixed in 4% PFA in PBST-0.2% in a cell culture dish for 10 min. Organoids were released from the Matrigel by pipetting up and down, collected in a 1.5 ml tube, and PFA was removed and replaced with PBST-0.2%. After allowing organoids to settle, the pellet was resuspended in block and incubated at room temperature for 45 min. Primary antibody incubation was carried out at room temperature for 45 min to overnight, depending on the antibody. Organoids were then washed quickly five times with a transfer pipette, allowing the organoids to settle to the bottom of the tube prior to each wash, followed by a 5 min incubation in PBST-0.2% at room temperature, nutating. This process was repeated three times. Secondary antibody was added for 30 min at room temperature. Organoids were again washed as above in PBST-0.2%. Lastly, organoids were mounted in Antifade and imaged on a Leica Stellaris 5 confocal using the settings described above.

The primary antibodies used were as follows. Rabbit anti-CFTR antibody, used 1:500 overnight, was described previously (Golin-Bisello et al., 2005). Rabbit anti-Best4 antibody, used 1:250 overnight, is a custom rabbit polyclonal antibody (described below). The remaining primary antibodies are commercially available: mouse anti-Meis1 (1:100 overnight; Invitrogen, MA5-27191), mouse anti-Prox1 (1:100 overnight; Novus Biologicals, NBP1-30045), goat anti-Notch2 (1:100 15 min; R&D Systems, AF1190-SP), mouse anti-Atoh1 (1:40 overnight; Developmental Studies Hybridoma Bank), rabbit anti-Muc2 (1:1000 overnight; Abcam, ab272692), rabbit anti-Dclk1 (1:1000 overnight; Abcam, ab31704), rabbit anti-ChgA (requires prefixation, 1:500 overnight; Abcam, ab254557), sheep anti-Dll1 (1:100 overnight; R&D Systems, AF5026-SP), rabbit anti-Ki67 (1:200, 1 h; Abcam, ab15580), rabbit anti-phospho-histone3 (1:500, 1 h; Cell Signaling Technology, 3377), rabbit anti-Notch1 (1:100 15 min; Cell Signaling Technology, 3808S), rabbit anti-Hes1 (1:2500; Cell Signaling Technology, 11988S). Note that the Hes1 antibody requires a 7.5 min incubation with Tyramide Signal Amplification Kit (Thermo Fisher Scientific, B40922).

Secondary antibodies were used at 1:200 as follows: donkey anti-goat Alexa Fluor 488 (Jackson ImmunoResearch, 705-545-147), donkey anti-mouse Alexa Fluor 488 (Jackson ImmunoResearch, 715-545-151), donkey anti-rabbit Alexa Fluor 488 (Jackson ImmunoResearch; 711-545-152), donkey anti-goat Alexa Fluor 647 (Jackson ImmunoResearch, 705-605-147), donkey anti-mouse Alexa Fluor 647 (Jackson ImmunoResearch, 715-605-151), donkey anti-rabbit Alexa Fluor 647 (Jackson ImmunoResearch, 711-605-152), phalloidin Alexa Fluor 647 (Invitrogen, A22287), donkey anti-goat Rhodamine Red (RRX) (Jackson ImmunoResearch, 705-295-147), donkey anti-mouse RRX (Jackson ImmunoResearch, 715-295-151), donkey anti-rabbit RRX (Jackson ImmunoResearch, 711-295-152), donkey anti-sheep RRX (Jackson ImmunoResearch, 713-295-147). DAPI (5 µg/ml; Invitrogen, D1306) was used as nuclear stain.

For co-labeling of Best4 and CFTR, FlexAble Antibody labeling kits CoraLite Plus 488 and CoraLite Plus 555 (Proteintech) were used according to the manufacturer's protocols.

### Best4 antibody generation

The custom Best4 polyclonal antibody was generated by GenScript against rat Best4 290-454 aa. The above protein fragment was tagged with 6X His as antigen and used to immunize two rabbits, followed by affinity purification from each rabbit. The antigen sequence was as follows: M**HHHHHH**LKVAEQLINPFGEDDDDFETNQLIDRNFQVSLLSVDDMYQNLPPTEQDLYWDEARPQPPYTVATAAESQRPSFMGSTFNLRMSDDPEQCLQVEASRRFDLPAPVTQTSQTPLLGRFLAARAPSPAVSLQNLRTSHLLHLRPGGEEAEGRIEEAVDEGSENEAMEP. Each antibody was confirmed by GenScript to bind to the target protein immunogen by western blotting, to have an ELISA titer of >1:128,000 and to not react with total IgG negative control. Staining patterns of each custom Best4 antibody in the intestine were compared against commercially available Best4 antibody staining (Novus Biologicals, NB110-55612) in combination with the CHE markers used in this study.

### Treatment with DAPT

Adult male Sprague-Dawley rats (*n*=3 for DAPT treatment, *n*=3 for DMSO control) were injected with 20 mg/kg DAPT or an equivalent volume of DMSO once daily for five consecutive days. At day 6, rats were euthanized in accordance with IACUC-approved institutional guidelines. The intestine was dissected following a previously described protocol (Zagoren et al., 2023) and distal duodenum and proximal jejunum were frozen in TissueTek OCT Compound (Sakura, 4583) for cryosectioning.

For organoids, DAPT powder (Millipore, 565770) was dissolved in DMSO to a stock concentration of 10 mM. Rat jejunum organoids were incubated in 5 µM DAPT or an equivalent volume of DMSO control for 3 days at 37°C, 5% CO_2_.

### Forskolin swelling of organoids

Differentiated rat intestinal organoids (∼2-3 days post-passage) were cultured in rat intestinal organoid media in 35 mm glass-bottom dishes. For treated organoids, forskolin (Sigma-Aldrich, F3917), was diluted to a 10 µM working concentration, whereas for control organoids an equivalent volume of DMSO (vehicle) was added. Swelling was imaged every 10 min for 120 min total using the brightfield setting of a Leica Stellaris 5 confocal microscope.

### Use of artificial intelligence tools

To count large numbers of epithelial cell nuclei, mesenchymal cells were manually removed in Fiji, and epithelial-only images were imported into AIVIA software (Leica). The ‘Cell Count/ CellPose’ feature was then modified to precisely detect and quantify epithelial nuclei. All artificial intelligence counting was manually confirmed by eye to ensure cells were adequately captured and represented.

### Statistical analysis

All results are expressed as mean±s.d. The significance of the differences between different treatments and time points was compared using a two-tailed unpaired *t*-test in Prism 9 (GraphPad) unless noted otherwise in the figure legend. *P*-values less than 0.05 (*P*<0.05) were considered statistically significant. For all plots, error bars indicate s.d.

## Supplementary Material

10.1242/develop.204277_sup1 Supplementary information

# Supplementary material for: Evidence of secondary Notch signaling within the rat small intestine
**Source:** Development. 2025 Jun 3;152(11):dev204277. doi: 10.1242/dev.204277
**Supplement:** Supplementary information

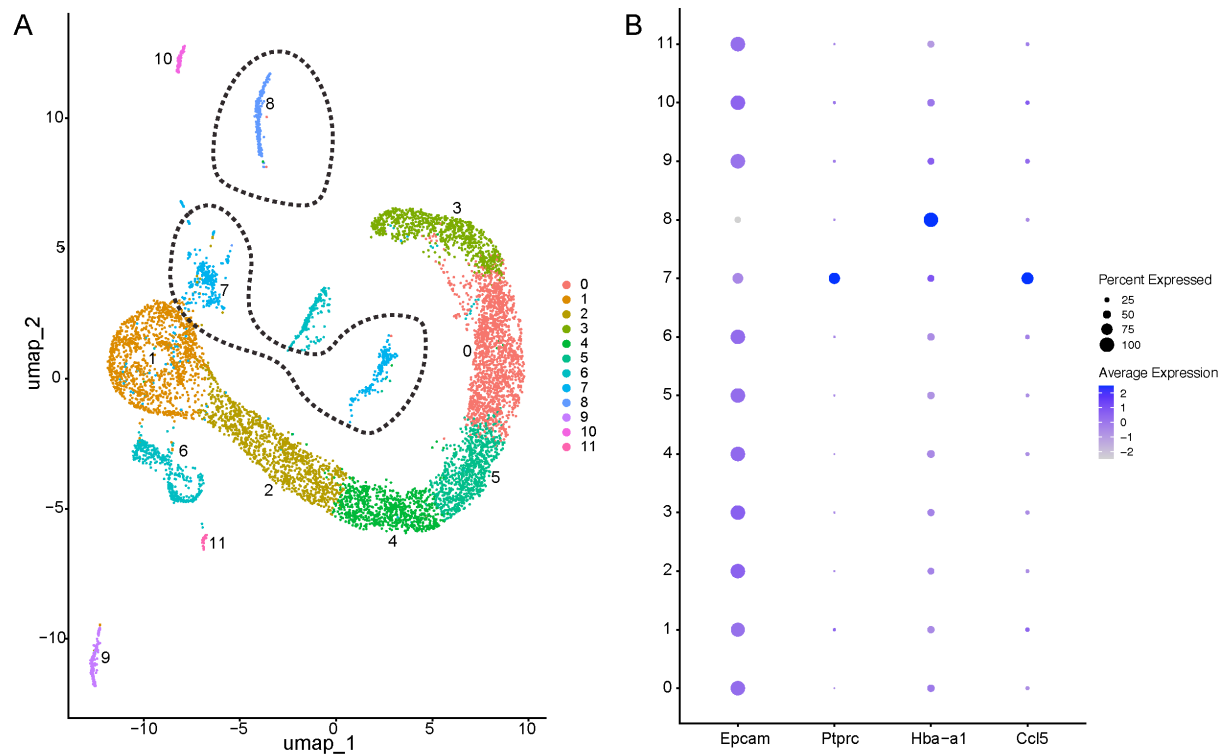

**Fig. S1. Removal of Non-Epithelial Clusters**

A) UMAP of single-cell RNAseq data from rat intestinal jejunum showing initial unannotated clustering prior to filtering out non-epithelial cells. Clusters 7&8 (non-epithelial) are highlighted with dashed lines. B) Clusters were analyzed for expression of epithelial (Epcam), immune (Ptprc, Ccl5), and blood markers (Hb1a1). Clusters expressing immune and blood markers that were negative for Epcam were removed (i.e. clusters 7&8).

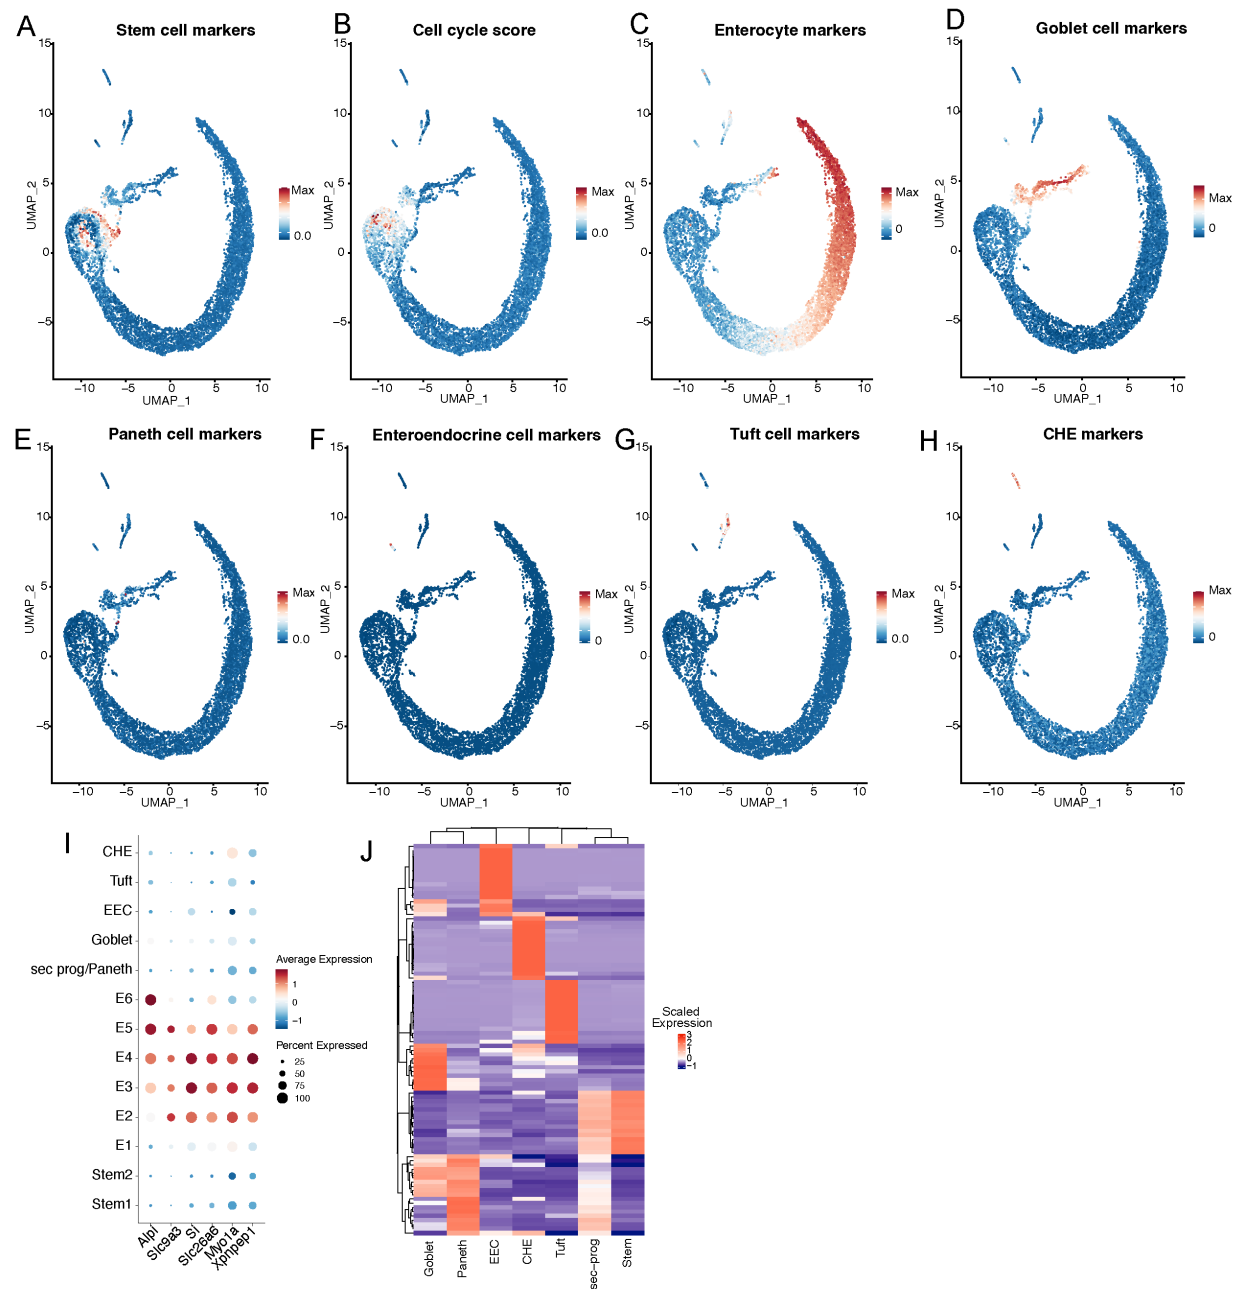

**Fig. S2. Cluster identification by marker gene expression**

A-H) UMAP of single cell RNA-seq data from rat intestinal jejunum color-coded by expression of A) stem cell markers, B) cell cycle score, C) enterocyte markers, D) Goblet cell markers, E) Paneth cell markers, F) EEC markers, G) Tuft cell markers, H) CHE markers. Marker genes are listed in Supp. Table 1. I) Dotplot for expression of differentiated cell type markers and enterocyte-associated genes across intestinal epithelial cell types. CHEs did not express markers of any other differentiated cell types or enterocyte-associated genes. J) Heatmap illustrating cell-type specific characteristic gene expression patterns.

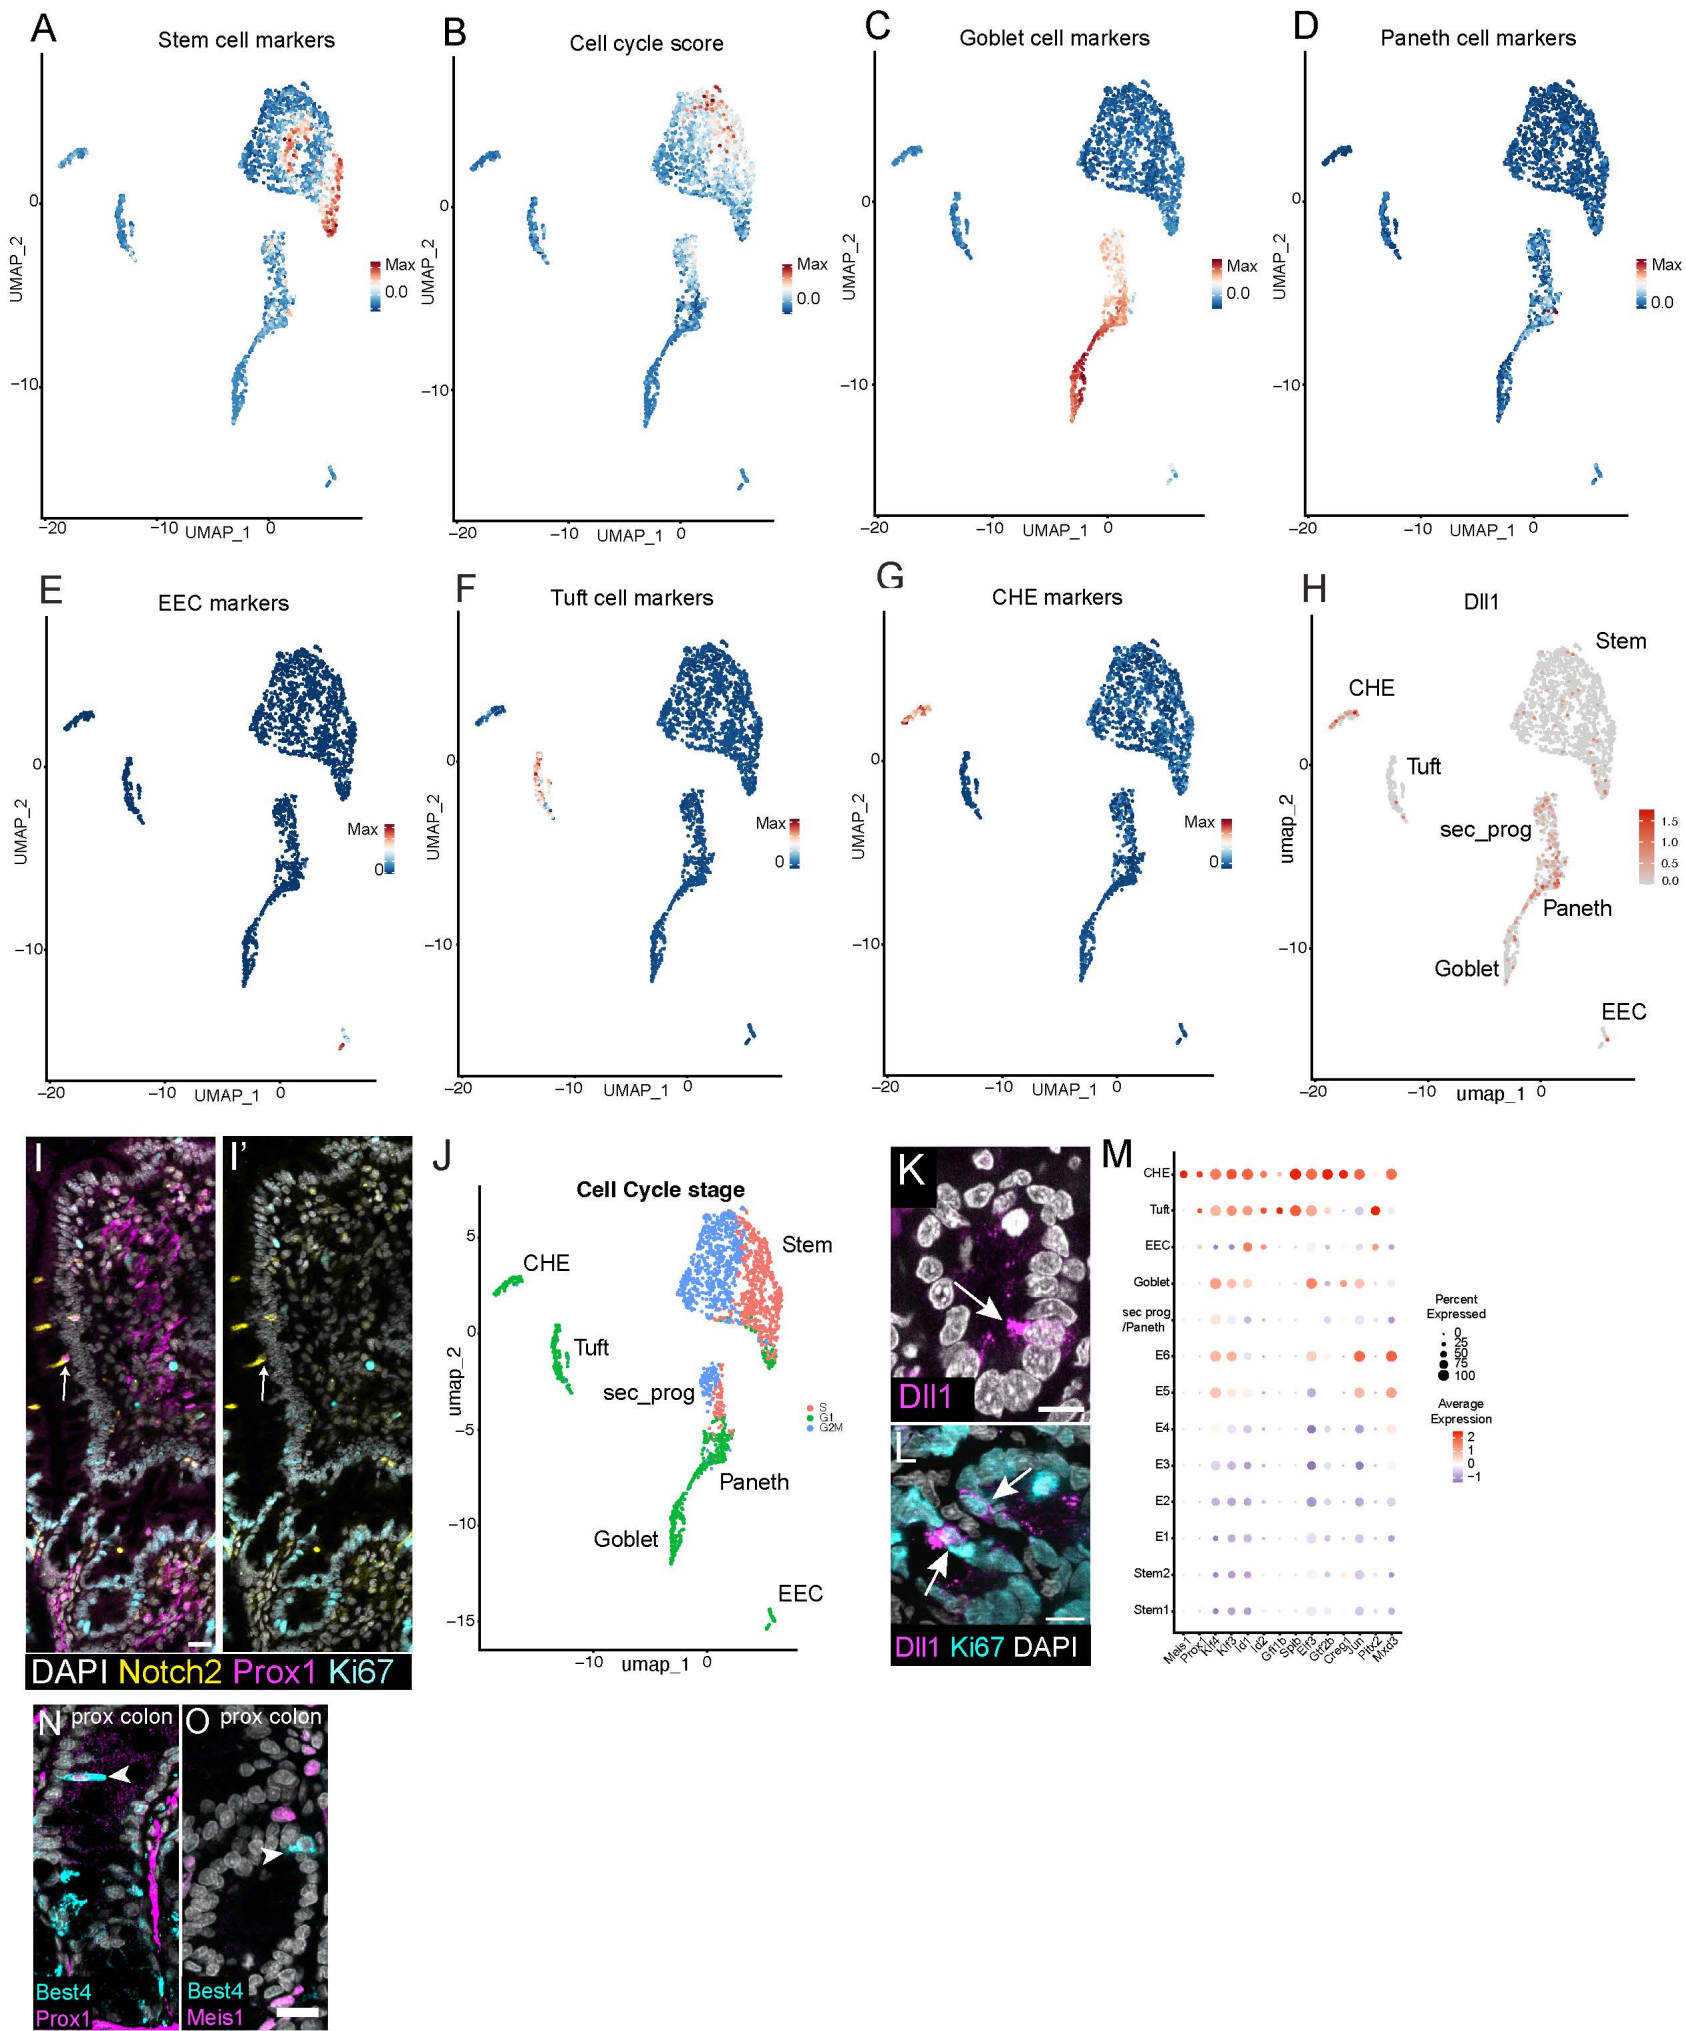

**Fig. S3. Secretory cell cluster characterization**

A-G) UMAP of reclustered stem and secretory progenitors color-coded by expression of A) stem cell markers, B) cell-cycle score, C) Goblet cell markers, D) Paneth cell markers, E) EEC markers, F) Tuft cell markers, G) CHE markers. Marker genes are listed in Supp. Table 1. H) UMAP of stem and secretory cell clusters color-coded by Dll1 expression. I, I') Differentiated CHEs in villi (arrow) marked by Notch2 (yellow) and Prox1 (magenta) are not positive for Ki67 (cyan). J) Stem and secretory cell UMAP annotated by cell cycle stage: S-phase (red), G1 (green), G2/M (blue). K) Secretory progenitor in rat proximal jejunum, occupying the +4 position and expressing high levels of membrane-localized Dll1 (magenta). DAPI in white. Scale bar, 10  $\mu$ m. L) Dll1 (magenta) and Ki67 (cyan) costaining of +4 cells. Scale bar, 10  $\mu$ m. 

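For Fig. S3M a list of 12 transcription factors was used, which leaves out Meis1, although the paper also cites this figure for Meis1. Of the 12, 7 were called higher in CHEs than in the mean of the other cell types, namely Klf4, Id1, Gfi1b, Spib, Gtf2b, Creg1 and Mxd3. The highest level of 6 was in CHEs in both rats. Gtf2b rose by 2.88 on the log2 scale (adjusted p = 1.7e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of 2 rats), Creg1 by 3.18 (adjusted p = 4.7e-05, same test, 2 of 2 rats) and Mxd3 by 2.67 (adjusted p = 0.00071, same test, 2 of 2 rats). Gfi1b was higher in tuft-like cells, at 51.6 CPM (4 UMIs) in rat 1 and 94.4 CPM (102 UMIs) in rat 2, than in CHEs, at 29.6 CPM (2 UMIs) and 26.0 CPM (27 UMIs). Klf4 was highest in goblet-like cells of rat 1, at 659.8 CPM against 415 CPM in CHEs, and in CHEs of rat 2, at 1480 CPM.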

M) Dotplot from scRNA-seq data of expression of transcription factors enriched in CHEs. N) Best4+ colon cells (Best4, cyan) were Prox1+ (magenta) in rat proximal colon. DAPI in white. O) Meis1 (magenta) was undetectable in Best4+ colon cells (Best4, cyan). DAPI in white. Scale bar for M-N, 20  $\mu$ m.

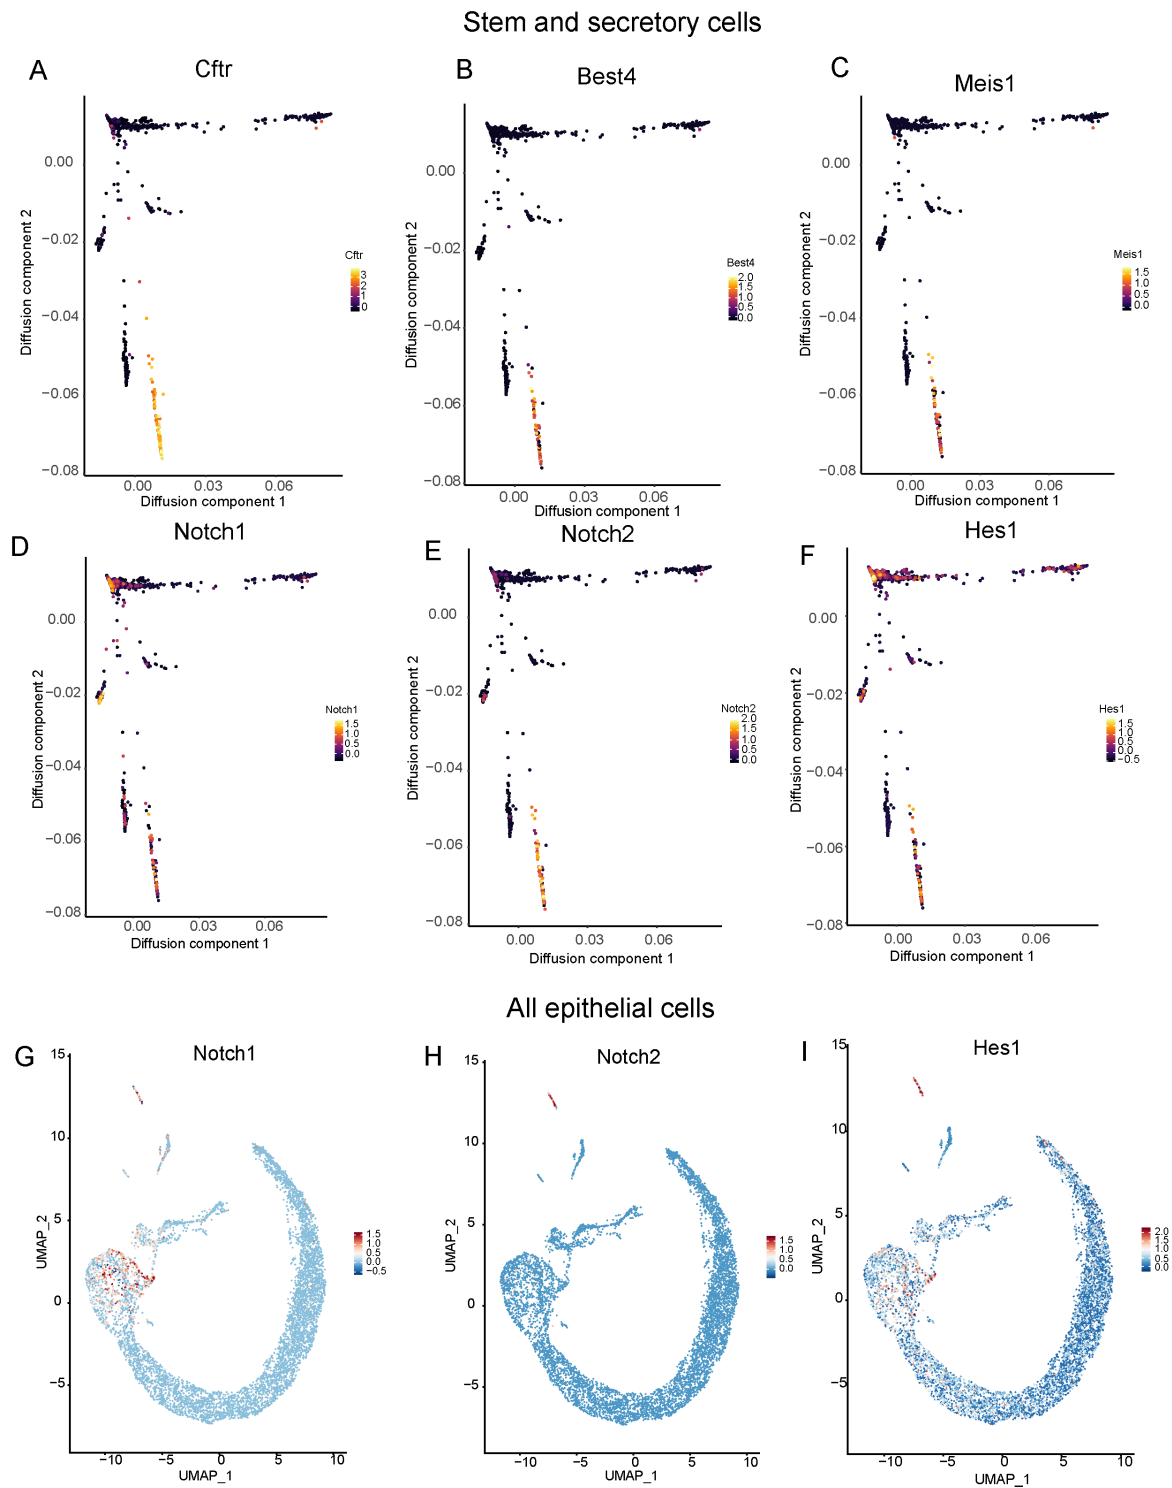

**Fig. S4. Secretory lineage characterization across pseudotime**

A-F) Diffusion maps of stem cells and secretory progenitors as a readout of pseudotime. Note the clear bifurcation between Goblet/Paneth and the EEC/Tuft/CHE lineages. Diffusion map color coded for A) Cftr expression, B) Best4 expression, C) Meis1 expression, D) Notch1 expression, E) Notch2 expression, and F) Hes1 expression.

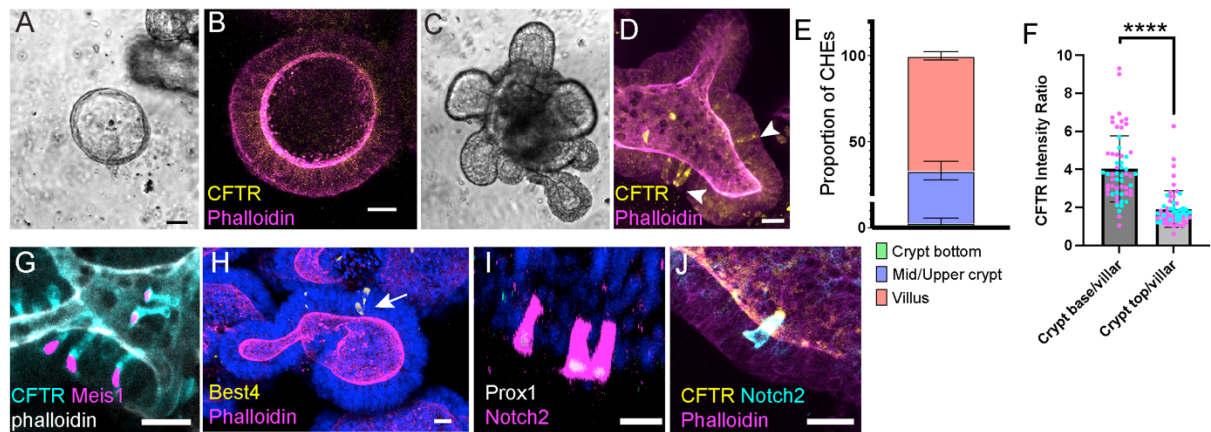

**Fig. S5. Rat intestinal organoids generate CHEs**

A) Undifferentiated rat jejunum organoid form spheroids. Scale bar, 50  $\mu$ m. B) CFTR (yellow) in undifferentiated rat intestinal organoids. Phalloidin in magenta. Scale bar, 20  $\mu$ m. C) Differentiated rat intestinal organoid ~3 days post-passaging. Scale bar in panel A. D) Rat organoids differentiate to form CHE cells. CFTR (yellow), phalloidin (magenta). Scale bar, 20  $\mu$ m. E) Distribution of CHEs in organoids recapitulates *in vivo* distribution. N = 3 technical replicates from two independently derived organoid lines. F) CFTR intensity in organoids recapitulates *in vivo* distribution. N = 3 technical replicates from two independently derived organoid lines. Two-tailed paired t test.  $p < 0.0001$ . G-J) CHE in organoids also expressed Meis1, Prox1, Best4, and Notch2 as seen *in vivo*. G) CHEs with CFTR (cyan) and Meis1 (magenta). H) Best4+ cells (yellow) in organoids. Phalloidin in magenta. I) CHEs that are Prox1+ (white) and Notch2+ (magenta). J) CHEs that are CFTR+ (yellow) and Notch2+ (cyan). Scale bars, 20  $\mu$ m.

**Table S1. Genes used to generate module scores for cell cluster identification and Notch signaling scores.**

| <b>Module Score</b> | <b>Gene</b>                                 |
|---------------------|---------------------------------------------|
| Stem cell           | Lgr5, Ascl2, Slc12a2, Axin2, Olfm4, Gkn3    |
| Cell cycle          | Mki67, Cdk4, Mcm5, Mcm6, Pcna               |
| Enterocyte          | Alpi, Apoa1, Apoa4, Fabp1                   |
| Goblet              | AABR07006030.1, Tff3, Agr2                  |
| Paneth              | Lyz2, Wnt3, Dll4, Defa24, Wnt11             |
| Enteroendocrine     | Chga, Chgb, Tac1, Tph1, Neurog3             |
| Tuft                | Dclk1, Trmp5, Gfi1b, Il25                   |
| CHE                 | Cftr, Best4                                 |
| Notch on            | Notch1, Notch2, Notch3, Notch4, Hes1, Nrarp |
| Notch off           | Dll1, Dll4, Jag1, Jag2, Atoh1               |

How the deposited data were processed for this re-analysis (not part of the article)

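Jejunal epithelium from 2 adult rats was profiled by droplet-based sequencing of single cells, with 1 library per rat. The authors deposited, for each library, a matrix of raw UMI counts per gene and cell barcode, which they made with Cell Ranger against the Rnor6 genome and restricted to barcodes called as cells. The deposited counts were not normalized, filtered further or combined across rats. The paper names Cell Ranger v.5.0, while the file headers give 3.1.0 for rat 1 and 5.0.1 for rat 2. Version and rat cannot be told apart, so any effect of the version is part of the difference between the rats. The matrices list 32883 genes, of which 4255 carry a symbol that another gene also has, and these were kept apart by their identifiers. UMIs of near-identical genes may be split by the counting, so genes of multigene families are less certain.

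Rat 1 held 12033 barcodes and 99986348 UMIs, and rat 2 held 8252 barcodes and 66469907 UMIs. Cells with more than 200 and fewer than 5800 genes, more than 5000 UMIs and at most 40% mitochondrial transcripts were retained, as the paper states. Counts were normalized, integrated across rats and clustered with Seurat 5.3.0 in R 4.3.3, using 2000 variable genes and 20 principal components, at a resolution of 0.3 for all retained cells and 0.5 for later rounds. The 953 genes that the paper reports or that are transcription factors by symbol were kept out of the variable genes. Clusters were removed as non-epithelial where over 25% of cells had a Ptprc UMI or where the mean log hemoglobin level lay more than 1 above the median cluster. The markers behind the names were fixed before the data were examined. The levels that a cluster had to reach for a name were set after the clusters were seen, and the naming rule was revised once. No separate Paneth cluster was found, so a goblet/Paneth-like cluster took the place of the Paneth class in the model. The goblet-like class of rat 1 also holds Paneth transcripts, so goblet and Paneth cells were not separated. Clusters left unnamed held 2.00% of the epithelial cells of rat 1 and 2.81% of rat 2 and entered no comparison. Differences from the study may come from these rebuilt names. Doublets were not removed in the main setting. Scrublet called 116 of 5988 cells of rat 1 (1.94%) and 5 of 2230 cells of rat 2 (0.224%), and their removal was an alternative. The share called in rat 2 is so low that the caller may not have worked there, so this alternative removes cells mostly of rat 1 and doublets of rat 2 remain.

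UMI counts were summed per rat and cell class, giving 16 sums over 8 classes, and tested with edgeR 4.0.16 (TMM normalization, its default filter on low counts, quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05). All classes shared 1 model, so that they share an estimate of the spread. Each comparison is a contrast of class means, each class weighing the same. The classes were clustered from the same cells, so tests of genes that could place the clusters are not independent of the clustering. Standard errors given with edgeR's test are the absolute fitted log2 fold change over the square root of the test's F statistic. They are derived from the test and add no evidence to it. The log2 fold changes given per rat are differences of log2 CPM with a prior count of 2 and carry no test. The classes come from the same animals, so the rat pairs the sums. Over the 28 pairs of classes, the correlation of the differences between rats had a median of 0.216, a lowest value of -0.132 and a highest value of 0.633. The paper's text names no blocked test, so the rat is a block only in an alternative. Shares, scores and positions were not tested and are given per rat without a p-value.

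Shares of cells with a UMI, cell cycle phases and module scores were computed on cells thinned to 5000 UMIs, which left out no retained cell, and again without thinning. Intervals on shares are exact Clopper-Pearson intervals at 95%, intervals on ratios of counts are exact, and a count of 0 is given with the limit that 3 counts allow. All of these cover counting error only. The diffusion map was computed with scanpy 1.11.5. The genes named in the text are those that the paper names, the 5 transcription factors with the largest log2 fold change per direction and the 10 genes with the largest increase in CHEs, among genes past the threshold with the same direction in both rats. Some genes that meet these rules are not reported here. The lists of regional genes were written after the difference in CHE share between the rats was seen and after Fabp6 had appeared among the leading genes of a cluster, but before their levels per rat were computed. With the rats merged without integration, the listed gene S100g was also among the leading genes of clusters almost wholly of rat 2. These held 587 and 524 cells of rat 2, against 3 and 4 of rat 1. The lists are therefore not fully blind to the data. In simulated counts with 200 genes changed by 3 on the log2 scale, the test of CHEs against other cell types recovered 118 of the changed genes over 8870 genes tested, with 5.6% false calls, and the test of the goblet side recovered 146 over 8739 genes, with 8.18% false calls. The simulation left out all other differences between classes, effects shared by the sums of a rat, and the clustering. Its shares of false calls may therefore not hold for the real counts.

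Alternatives fixed before the data were examined were no upper limit on genes per cell, a limit of 20% mitochondrial transcripts, all variable genes, merging without integration, a resolution of 1.0, removal of called doublets, DESeq2 1.42.0 in place of edgeR, no filter on low counts, mitochondrial genes left out, enterocytes left out of the model, the rat as a block, 10 principal components for the diffusion map, other folds for exclusive factors, cells not thinned, and each rat left out in turn. With a rat left out, the joint clusters and their names were kept, and only the diffusion map was computed again, on the joint principal components. Values with a rat left out therefore do not test whether a class would be found in the other rat alone. A limit of 1000 UMIs per cell and the removal of 96 stem-like cells with at most 10 UMIs of Epcam, Krt8, Krt18, Krt19 and Krt20 were added after seeing the data. Immunostaining, organoid and in vivo inhibitor experiments of the paper were not analysed here, and connections on its map of all epithelial cells were not measured.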

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

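The tests on tuft-like cells were chosen after the result was seen. The paper retains cells with over 5000 UMIs, so barcodes below this limit were not part of its results. With a limit of 1000 UMIs, 129 tuft-like cells were found in rat 1 and 176 in rat 2, against 11 and 131 at 5000 UMIs. Of those in rat 1, 119 had between 1000 and 5000 UMIs, against 45 in rat 2. Their number rose 11.7-fold in rat 1 and 1.34-fold in rat 2, so the filter on UMIs is a candidate explanation for part of the low number of tuft-like cells in rat 1, in a test that could have shown the same rise in both rats. At 1000 UMIs tuft-like cells made up 129 of 7031 epithelial cells in rat 1 (1.83%, exact 95% interval 1.53% to 2.18%) and 176 of 2269 in rat 2 (7.76%, interval 6.69% to 8.93%). The share in rat 2 was still 4.23-fold higher, so the filter is not the whole cause. Tuft-like cells had the lowest median depth of all named classes in each rat, at 5286 UMIs in rat 1 and 7844 in rat 2. CHE-like cells did not behave this way, since their number in rat 1 was 7 at either limit. No cluster was named EEC-like with the limit of 1000 UMIs, so class names are less certain at that limit. The rats are of 1 condition, so no biological explanation was tested.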

How the results depend on the processing

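The alternatives with over 1000 UMIs per cell and without stem-like cells that lack epithelial transcripts were chosen after seeing the data. For 47 tests of named genes in the comparisons of CHEs and of the goblet side, 555 comparisons with an alternative were made. In 527 the direction and the side of the threshold were kept, in 12 a call was lost, in 3 a call was gained and in 13 a fold change that was not called changed sign. Of the lost calls, 5 were of Spib in the comparison of the goblet side. The others were of Klf4, Tcf4 and Zfp608 in that comparison, and of Ncf4 and Ooep in CHEs with DESeq2. The gained calls were all of Myo1a in CHEs.

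The number of CHE-like cells stayed between 81 and 87 under the alternatives fixed before the data were examined that kept both rats, and was 114 with over 1000 UMIs per cell. With each rat left out of the joint clusters it was 9 to 78, so rat 2 decides this number. Neither rat was clustered alone. The number of genes that differed between CHEs and other cell types, 632, became 1247 with the rats merged without integration, 1053 with the rat as a replicate block and 983 without stem-like cells that lack epithelial transcripts. These sets held 608, 632 and 619 of the 632 genes. For the goblet side against CHE-like, tuft-like and EEC-like cells, 600 genes became 997 with the rat as a replicate block, and the lowest number was 426, at a resolution of 1.0. With DESeq2, 63.0% of its 736 called genes were higher on the goblet side, against 450 of the 600. In secretory progenitor-like against stem-like cells, 59 genes became 123 with the rat as a replicate block, 117 with the rats merged, 160 with DESeq2 and 243 without the filter on low counts, and 30 without the upper limit on genes and 28 at a resolution of 1.0. All 59 were higher in secretory progenitor-like cells, against 126 of the 160 with DESeq2, 125 of the 243 without the filter on low counts and 120 of the 123 with the replicate block. In CHEs against stem-like cells, 1939 genes became 2791 with the replicate block, 2901 with the rats merged and 1352 at a resolution of 1.0. Of the 1939, 726 were higher in CHEs. The number higher was 862 of 1757 with DESeq2, 932 of 1781 without mitochondrial genes and 1083 of 1931 with all variable genes. It was 1232 of 2345 without stem-like cells that lack epithelial transcripts, and 812 of 2513 with at most 20% mitochondrial transcripts. The replicate block kept all 59 and 1936 of the 1939. It changed no call of the named genes in the comparisons of CHEs and of the goblet side. The cause of these changes was not tested.

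Notch2 in CHEs against stem-like cells kept its direction and its call throughout, and was 4.98 to 5.05 on the log2 scale with each rat left out. Notch1 had no stable direction. Against -0.022, its log2 difference was 0.075 without the upper limit on genes, 0.33 with all variable genes, 0.40 with the rats merged, 0.016 at a resolution of 1.0, 0.10 with the replicate block, 0.21 without the filter on low counts, 0.31 without mitochondrial genes, 0.24 without enterocytes and 0.45 without stem-like cells that lack epithelial transcripts. None of these was called. It was -1.81 to 0.034 with each rat left out, without a test. The 1 Notch1 UMI in the CHEs of rat 1 limits this result. Dll1 in secretory progenitor-like against stem-like cells was 0.32 to 2.52 with each rat left out and was called under no alternative that keeps both rats.

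The number of transcription factors exclusive to CHEs was 0 with the rats merged without integration and 3 to 5 with each rat left out, against 1. Secretory progenitor-like cells, whose name required cycling markers, had 97.8% of cells in S or G2/M without the upper limit on genes, 98.7% at a resolution of 1.0, 87.0% without thinning and 82.4% to 93.1% with each rat left out. CHEs in G1 made up 97.6% with at most 20% mitochondrial transcripts and 98.8% without thinning. The number of diffusion components that part the branches, read 1 at a time, was 1 with the rats merged without integration, and 0 to 1 with each rat left out, against 0. The cause was not tested.

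Among enterocyte genes, none of which was lower in CHEs than in the mean of other cell types by the test, Alpi changed sign to 0.77 with at most 20% mitochondrial transcripts, 0.050 with all variable genes, 0.33 with the rats merged and 0.68 without enterocytes. Si changed to 1.35 with at most 20% mitochondrial transcripts, and Slc26a6 to 0.52 without enterocytes. Slc9a3 changed to 0.12 without the upper limit on genes, 0.25 with at most 20% mitochondrial transcripts, 0.20 with all variable genes, 0.029 at a resolution of 1.0, 0.18 with DESeq2, 0.038 without the filter on low counts and 0.14 without mitochondrial genes. Leaving out enterocytes removes the class with the highest level, and for the other settings the cause was not tested. With 1 rat left out there is no replicate, so those values carry no test.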

Differences from the paper's values

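The paper's median number of UMIs per cell before filtering is 32331, and the median over the deposited barcodes was 4873. None of the alternatives set before the data were examined changes the deposited barcodes, so none closed the gap.

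The paper states that CHEs lack expression of enterocyte-associated genes. Each of the 6 genes of Fig. S2I was at a lower CPM in CHEs than in enterocyte-like cells in 2 of 2 rats, where Slc9a3 in rat 1 rests on 1 UMI with a counting interval that includes an equal level. Myo1a was above its level in all other classes except enterocyte-like cells in both rats, with 267 CPM (18 UMIs) in the CHEs of rat 1 and 413 CPM in those of rat 2. In rat 2 the CHE to enterocyte ratio was 0.531 for Myo1a, 0.253 for Xpnpep1, 0.0340 for Slc26a6, 0.0327 for Alpi, 0.0321 for Slc9a3 and 0.0122 for Si. In rat 1 it was 0.407 for Xpnpep1, 0.381 for Myo1a, 0.232 for Slc26a6, 0.228 for Slc9a3, 0.0998 for Si and 0.0262 for Alpi, and the counting intervals of the first 4 overlap, so Myo1a stands apart in rat 2 alone.

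The paper ranks Atoh1 first among transcription factors enriched along the goblet and Paneth lineages, and Prox1 first among genes shared by CHEs, tuft cells and EECs. Fitted fold changes of both genes depend on the prior count, because they and some of the genes beside them have classes with no UMI, so an order by fold change does not test these ranks. With DESeq2, Atoh1 was the 1st of 18 transcription factors by fitted fold change. Ordered by p, Atoh1 was the 2nd of 16 transcription factors, after Spdef, and under none of the alternatives with a test the 1st. Prox1 was the 3rd by p of 143 genes on its side and the 1st of its 6 transcription factors, and under none of the alternatives with a test the 1st of all genes. Not all of the 143 genes are shared by CHE-like, tuft-like and EEC-like cells. Among 84 genes listed as shared by these classes, with a floor on CPM chosen after seeing the data, Prox1 had the lowest adjusted p. It was 0.00015, followed by 0.00026 for Cd81 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).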

Other observations

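All tests below except the count of groupings of the 5 classes were chosen after the result was seen.

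The share of CHE-like cells differed widely between the rats, and technical explanations were tested. With a limit of 1000 UMIs per cell, the CHE-like cells of rat 1 after reclustering numbered 7, as at 5000 UMIs, so the filter on UMIs does not explain their low number. Of the barcodes of rat 1 with over 40% mitochondrial transcripts, 0 had UMIs of both Best4 and Otop2, which argues against the limit on mitochondrial transcripts. Per 100 mature enterocytes, rat 1 had 2.08 CHE-like cells and rat 2 had 22.2, a ratio of 10.7, so a lower yield of villus cells in rat 1 is not the whole cause. Genes with a known gradient along the bowel were then compared in enterocyte-like cells. Of 16 listed genes, 13 had UMIs, and 13 of 13 differed in the direction that a more distal position of rat 1 predicts, with 8 proximal genes higher in rat 2 and 5 distal genes higher in rat 1. Fabp6 stood at 1161 CPM in rat 1 and 0.649 CPM in rat 2, Pdx1 at 0.0749 and 27.5 CPM, S100g at 145 and 5301 CPM and Onecut2 at 0.131 and 40.3 CPM. The smallest differences were 1.35-fold for Slc51b, 1.44-fold for Cybrd1, 1.47-fold for Slc51a and 1.51-fold for Gata4, which were counted with the others. The hypothesis that the tissue of rat 1 came from further along the bowel is consistent with these 13 genes. It rests on 1 library per side, and other differences between the rats, such as the Cell Ranger version, were not separated from it.

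In the comparison of the goblet side with CHE-like, tuft-like and EEC-like cells, the 600 genes with the largest differences in rat 1 alone went the same way in rat 2 for 82.8% of them, and the 600 chosen in rat 2 alone did so in rat 1 for 88.0%, against 64.6% of all 9410 genes. This argues against the unequal numbers of cells per rat as the whole cause of the comparison. Of the 10 ways to group these 5 classes into 2 and 3, 4 gave at least 600 called genes, that of the paper, with 600, and 3 others. Goblet-like and CHE-like cells against the others gave 1467, goblet/Paneth-like and EEC-like cells 836, and tuft-like and EEC-like cells 682. The design cannot give a share of groupings small enough to tell this grouping from others, so the number of genes by itself does not single it out.

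Notch2 UMIs in stem-like cells were weighed as RNA from other cells. At 5000 UMIs, 1.49% of the stem-like cells of rat 1 had a Notch2 UMI, above the 0.126% of enterocyte-like cells and its upper limit of 0.293%, which argues against free RNA alone. Without cells that lack epithelial transcripts the level in rat 1 was 3.33 CPM, against 0.187 CPM in enterocyte-like cells, so such cells do not explain it in rat 1. In rat 2, 3 UMIs remained without them.

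Dll1 and Gkn3 UMIs in the CHEs of rat 2 were weighed as RNA from other cells. Free RNA weighs at least as much in cells of the same or a lower depth, so CHEs of rat 2 were compared with the 4 classes of that rat whose median depth was no greater than theirs, stem-like, goblet-like, EEC-like and tuft-like cells taken together. Dll1 had 27 UMIs in CHEs and 15 UMIs in these classes, a ratio of CPM of 7.14 (95% counting interval 3.67 to 14.4). Gkn3 had 72 and 11 UMIs, a ratio of 26.0 (interval 13.7 to 54.3). Both intervals lie above 1, which argues against free RNA as the whole source in rat 2. This comparison was chosen after another had been seen, in which a Dll1 UMI was found in 11.7% of CHEs and 2.4% of stem-like cells of rat 2 at 5000 UMIs, with intervals from 5.49% and up to 6.85% that overlap. The CHE to stem ratio of Dll1 in rat 2 was 6.39 (95% counting interval 2.58 to 18.9), or 3.19 (interval 1.21 to 10.6) without stem-like cells that lack epithelial transcripts. The CHEs of rat 1 had no Dll1 UMI, where the interval of the ratio reaches 24.5, so rat 1 gives no check. The CHE to stem ratio of Gkn3 was 19.1 (95% counting interval 3.80 to 59.7) in rat 1, on 3 UMIs, and 11.4 (interval 5.66 to 25.8) in rat 2, or 4.73 (interval 2.36 to 10.8) without those cells. Doublets with goblet/Paneth-like cells, which had 35.2 CPM of Dll1 in rat 2, would need 74.1% of the level of such cells to give the 26.0 CPM of CHEs. Of 10 goblet and Paneth markers with at least 100 CPM in goblet/Paneth-like cells of rat 2, the highest in CHEs was Fcgbp, at 0.724% of its level there, which argues against such doublets as the source of Dll1. No biological explanation was tested for these genes.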
